# Heart‐Specific Spinal and Vagal Afferents: Transcriptomic Signatures and Optogenetically Modulated Functional Coupling With Cardiomyocytes

**DOI:** 10.1002/cph4.70203

**Published:** 2026-06-30

**Authors:** T. Akgul Caglar, Y. E. Kazci, Z. B. Durdu, S. Sahoglu Goktas, S. Bay, E. Vatandaslar, M. U. Turhan, G. Ozturk, E. Cagavi

**Keywords:** dorsal root and nodose ganglion, heart‐specific sensory neurons, neuro‐cardiac interactions, optogenetic modulation of neuro‐cardiac cultures, retrograde labeling, transcriptomic profile

## Abstract

Sensory neurons innervating the heart transmit chemical and mechanical cues to the central nervous system via the dorsal root ganglion (DRG) and nodose ganglion (NG). Despite their importance in cardiac pain and cardiovascular reflexes, the molecular and functional properties of heart‐specific sensory (HS) neurons remain elusive. Here, DRG^HS^ and NG^HS^ neurons innervating the heart were FACS purified using a retrograde labeling strategy with Di‐8‐ANEPPQ, then characterized molecularly by bulk RNA sequencing or evaluated functionally in cocultures with neonatal cardiomyocytes. DRG^HS^ and NG^HS^ neurons formed functional connections with neonatal cardiomyocytes as demonstrated by immunolabeling, electron microscopy, and optogenetic manipulation. Functionally coupled DRG^HS^ neurons exhibited enhanced spontaneous and evoked Ca^2+^ activity in response to optogenetic and chemical stimulation, indicating dynamic neuro‐cardiac communication. Global RNA sequencing analysis revealed that DRG^HS^ and NG^HS^ neurons exhibited distinct transcriptomic profiles, including enrichment of transcripts encoding ion channels and G protein‐coupled receptors, compared with their respective total populations. In DRG^HS^ tissue, these included *Scn10a*, *P2xr2*, and *Mrgprd*, whereas NG^HS^ neurons preferentially expressed *P2xr2*, *Ptgdr*, and *Cckar*, collectively supporting a combination of molecular signatures including nociceptors. Collectively, these findings define molecularly distinct sensory pathways connecting the heart and the sensory nervous system, providing mechanistic insights and highlighting potential targets for modulation of cardiovascular reflexes and hemostasis.

**Abbreviations**
Ca^2+^
: calcium
ChR2: chanallerhopsin‐2
Di‐8‐ANEPPQ: 1‐(3‐Trimethylammoniopropyl)‐4‐[−[2‐(di‐n‐octylamino)‐6naphthyl]vinyl]pyridinium dibromide
DiI: 1,1′‐Dioctadecyl‐3,3,3′,3′‐Tetramethylindocarbocyanine Perchlorate; DiIC18(3)
DRG: dorsal root ganglion
DRG^HS^
: heart‐specific dorsal root ganglion
DRG^T^
: total dorsal root ganglion
FACS: fluorescently activated cell sorting
GCaMP6s: genetically encoded Ca^2+^ biosensor
GCPR: G‐coupled protein receptor
Mrgprd: MAS related GPR family member D
NG: nodose ganglion
NG^HS^
: heart‐specific nodose ganglion
NG^T^
: total nodose ganglion
P2rx2: purinergic receptor P2X2
SCN10A: sodium voltage‐gated channel alpha subunit 10
TRP: transient receptor potential
TRPM8: transient receptor potential melastatin 8
TRPV1: transient receptor potential vanilloid 1
VSN: vagal sensory neurons

## 1 Introduction

The heart is innervated by sensory afferents that continuously transmit information about mechanical stretch, pressure, pain, and other sensory cues to the central nervous system (Armour 2010; van Weperen and Vaseghi 2023). Sensory input from the heart is conveyed through two anatomically and functionally distinct pathways: spinal and vagal nerves, in which neuronal bodies reside in the dorsal root ganglion (DRG) and nodose ganglion (NG), respectively. The sensory feedback plays a critical role in maintaining cardiac hemostasis. Any disturbance in the sensory circuit may contribute to arrhythmogenesis, autonomic imbalance, and maladaptive cardiac remodeling, particularly following ischemic injury (Armour 2010).

Retrograde labeling strategies have been widely used to identify innervated sensory neurons at end‐organs (Corbett et al. 1999; Guić et al. 2010; Hopkins and Armour 1989; Kosta et al. 2010; Krasteva et al. 2011; Wang and Miller 2016). Application of retrograde lipophilic dyes into the heart has revealed that cardiac afferents are distributed bilaterally across cervical and upper thoracic DRGs between C5 and T4 in addition to the vagal route in NG (Akgul Caglar, Durdu, et al. 2021; Guić et al. 2010; Hayakawa et al. 2011; Quigg 1991). Retrogradely labeled cardiac afferents were found to have a small cell diameter (< 20 μm) showing immunoreactivity for transient receptor vanilloid 1 (TRPV1) (Akgul Caglar, et al. 2021) and were responsive to ATP and adenosine (Benson et al. 1999), suggesting their nociceptor‐like identity. However, most investigations have been limited to tissue‐level analyses, leaving unresolved questions regarding the transcriptional diversity, ion channel repertoire, and signaling mechanisms that distinguish heart‐specific sensory neurons from the respective total sensory population.

Recent advances in transcriptomic profiling have greatly expanded our understanding of peripheral sensory neuron heterogeneity (Kupari et al. 2019; Zeisel et al. 2018). Both bulk (Chiu et al. 2014; Lopes et al. 2017; Thakur et al. 2014) and single‐cell RNA sequencing (Kupari et al. 2019; Usoskin et al. 2015; Zeisel et al. 2018) approaches have revealed molecular diversity within DRG and NG neurons. DRG neurons are classified into several subgroups, such as neurofilament, tyrosine hydroxylase, non‐peptidergic, or peptidergic groups, using their transcriptomic profile (Usoskin et al. 2015; Zeisel et al. 2018). Furthermore, purified nociceptive DRG neurons labeled with SCN11A marker were characterized using bulk RNA sequencing to highlight their pathways for pain sensation (Thakur et al. 2014). Similarly, transcriptomic analyses of NG neurons have identified 18 distinct subtypes characterized by ion channel and G‐protein coupled receptors (GPCR) profile, reflecting their functional similarities to low‐threshold mechanoreceptors or nociceptive DRG neurons (Kupari et al. 2019). Furthermore, Zhao et al. reported retrograde labeling of seven visceral organs, including the heart and lung, and evaluated the projection of vagal sensory neurons (VSN) in PHOX2b+ NG and PRDM12+ jugular ganglia (Zhao et al. 2022). Their data revealed that the gene expression profile of molecularly distinct and organ‐specific populations of VSNs stemmed mainly from the NG but not the jugular ganglia (Zhao et al. 2022). However, the functional relevance of the molecular identity of heart‐specific NG neurons was not explored in detail. Importantly, this study provides the first comprehensive global transcriptomic profile of the heart‐specific DRG neurons, a population that remains poorly characterized, and the fundamental molecular and sensory modality differences between vagal and spinal afferent pathways to the heart.

In addition to the molecular profiling, the functional coupling between cardiac sensory neurons and cardiomyocytes remains poorly understood. In vitro coculture systems have demonstrated bidirectional communication between cardiomyocytes and autonomic neurons, whereby stimulation of sympathetic or parasympathetic neurons modulates the beating rate of heart muscle cells (Takeuchi et al. 2011; Hick et al. 2013; Oh et al. 2016). In contrast, analyses of cardiac sensory neurons are limited (Hoebart et al. 2023, 2024). Understanding how cardiomyocyte activity influences sensory neuron excitability is critical for elucidating mechanisms of cardiac pain, reflex control, and signaling in cardiac disorders.

In the present study, we combined retrograde labeling, fluorescence‐activated cell sorting, RNA sequencing, and Ca^2+^ imaging, combined with optogenetic/chemical stimulation, to characterize spinal and vagal sensory neurons innervating the heart. Heart‐specific DRG (DRG^HS^) and NG (NG^HS^) sensory neurons were selectively labeled using Di‐8‐ANEPPQ and purified by fluorescent‐activated cell sorting (FACS) for functional or transcriptomic analysis. In cocultures, DRG^HS^ neurons were functionally coupled with cardiomyocytes, with enhanced spontaneous Ca^2+^ activity and dynamics with increased amplitude and interval in response to optogenetic and chemical stimulation. Moreover, transcriptomic profiling identified distinct ion channels and GPCR signatures in DRG^HS^ and NG^HS^. Transcriptomic and functional properties of different heart‐specific neural populations will allow for monitoring and understanding the control of heart function, shedding light on the previously unknown cellular and molecular basis of the interaction between the heart and the sensory nervous system.

## 2 Materials and Methods

### 2.1 Experimental Animals

All animal experiments were approved by the Animal Research Ethics Committee of Istanbul Medipol University under approval number 38328770‐30 and were conducted in accordance with the guidelines of the National Agriculture and Forest Ministry. All animals were housed under standard laboratory conditions with a 12 h light/dark cycle and had ad libitum access to food and water. Experiments were conducted on wild‐type female BALB/c mice aged 8–12 weeks (*n* = 24) for in vivo labeling, FACS‐sorting, and further evaluation of the heart‐specific DRG and NG neurons. Mrgprd‐Cre::tdTomato transgenic mice (JAX stock #031286, *n* = 2) were used to briefly validate transcriptomic findings. The genotype of each mouse was validated using the protocols provided by the supplier (JAX lab). For the coculture assay, neonatal cardiomyocytes were isolated from P0–3 litter mice (*n* = 9).

### 2.2 In Vivo Labeling of Heart‐Specific Sensory Neurons

Cardiac sensory neurons were labeled in vivo as previously described (Akgul Caglar, Durdu, et al. 2021). Briefly, the animals were anesthetized with intraperitoneal injection of ketamine (50 mg/kg, Pfizer) and xylazine (5 mg/kg, Bayer). Depth of anesthesia was assessed by monitoring pedal withdrawal reflex and eye movement; additional doses were administered if required. Following induction of anesthesia, mice were endotracheally intubated using an intubation cannula with a Y adapter (1.2 mm OD, 27 mm length; 732844, Harvard Apparatus) and connected to a small‐animal ventilator (Harvard Apparatus Minivent Type 845). Animals were placed on a heating pad (WPI) to maintain body temperature, and all surgical procedures were performed under a stereomicroscope (Discovery 8, Zeiss). A thoracotomy was performed above the xiphoid process, and the third and fourth intercostal muscles were gently separated to expose the heart. After visualizing the cardiac apex, the pericardium layer was carefully removed, and 1 μL of the retrograde tracer Di‐8‐ANEPPQ (10 mg/mL; 61,014, Biotium) was injected into the apex using a Hamilton syringe (701N, 30G). For sham control animals, 1 μL DMSO (vehicle for Di‐8‐ANEPPQ) was injected into the same region to enable comparison of gene expression profile between the Di‐8‐ANEPPQ labeled cardiac afferents and the total sensory population. Following the dye or vehicle injection, gentle negative pressure was applied, and the intercostal muscles and skin were closed using 6–0 silk sutures (S2165, Dogsan).

### 2.3 Sensory Neurons Isolation and Culture

Seven days after the Di‐8‐ANEPPQ and vehicle injection, mice were euthanized by CO_2_ asphyxiation. First, bilateral NGs and DRGs from cervical to thoracic spinal segments were collected as previously described (Cengiz et al. 2012). Dissected tissues were immediately transferred to ice‐cold RPMI 1640 medium (R0883, Gibco). After trimming nerve fibers, ganglia were enzymatically dissociated in neural medium containing 100 U/mL collagenase from *Clostridium histolyticum* , type XI (C7657, Sigma) supplemented with 2% B27 (17504‐044, Gibco), 2 mM Glutamax‐I (35050‐61, Gibco), 100 U penicillin/Streptomycin (15140‐122, Gibco), and 100 mg streptomycin (15140‐122, Gibco) in Neural Basal Medium (NBA, 10888‐022, Gibco) at 37°C in a 5% CO_2_ incubator for 40 min. Following collagenase digestion, tissues were washed with Hank's Balanced Salt Solution (H9269, Sigma) and further incubated in 1 mg/mL trypsin (25300‐054, Gibco) for 15 min at 37°C and 5% CO_2_. DNAse (50 lg/mL; D4513, Sigma) was then added, and the tissues were gently triturated to obtain a single‐cell suspension. After centrifugation at 120 g for 3 min, the pellet was dissolved in Neural Basal Medium supplemented with 10% fetal calf serum (10270‐106, Gibco) and 700 lg/mL trypsin inhibitor (T6522, Sigma). The cell suspensions from Di‐8‐ANEPPQ labeled DRGs and NGs were centrifuged at 120 g for 3 min and transferred directly for FACS‐sorting. In parallel, the cell suspension from unlabelled‐total DRG SHAM control group was applied to 10%, 35%, and 60% percoll gradient layers (P4937, Sigma) and was centrifuged at 200 g for 20 min. The percoll gradient clean‐up protocol has been well‐established in the literature for the purification of primary sensory neurons by eliminating non‐neuronal components (satellite glial cells, erythrocytes, myelin fragments, cellular debris etc.), without introducing a bias for specific cell size (Goldenberg and De Boni 1983; Walker et al. 2012; Lee and Levine 2015; Kaval Oğuz and Öztürk 2019; Aydın et al. 2023). The enriched neuron soma was isolated from the 35% percoll layer following centrifugation at 120 g for 3 min. The pellet was resuspended in a neural medium for further analysis.

### 2.4 Neonatal Cardiomyocyte Isolation and Culture

For neonatal cardiomyocyte culture, P0‐3 litter mice were used as previously described (Lee et al. 2012). The dissected hearts were put on ice‐cold Hank's Balanced Salt Solution (14170‐088, Gibco) to remove the blood, atria, and connective tissue. Then, the apex of the heart was slightly cut and put on 0.05% Trypsin EDTA (25300‐054, Gibco) at 4°C overnight. The next day, the enzyme solution was partially replaced with DMEM (41966‐029, Gibco) containing 25% M‐199 (31150‐022, Gibco), 1% HEPES (1×, H0887, Sigma), 1% Glutamax (35050‐61, Gibco), 1% P/S (15140‐122, Gibco), and the tissues were incubated at 37°C for 1–2 min. Following the incubation, the media was refreshed with DMEM (41966‐029, Gibco) containing 20% M‐199 (31150‐022, Gibco), 1% HEPES (1×, H0887, Sigma), 1% Glutamax (35050‐61, Gibco), 1% penicillin/streptomycin (15140‐122, Gibco), 10% FBS (10270‐106, Gibco), 5% Horse serum (16050‐130, Gibco) to inhibit the enzymatic activities. Then, the tissues were digested in 70% collagenase type II (17101‐015, Gibco) at 37°C for 40 min. The resulting cell suspension was collected, mixed with Cardiomyocyte Medium (1% Glutamax, 1% P/S, 1% MEM NEAA (11140‐050, Gibco), 1% Sodium Pyruvate (11360‐070, Sigma), 3% FBS, and 1.5% Horse Serum in DMEM), and centrifuged at 600‐800 RPM for 3–5 min. To reduce fibroblast contamination, cells were pre‐plated on 1% gelatin (G9391, Sigma)‐coated dishes for 1–2 h. The cardiomyocyte‐rich supernatant was collected, centrifuged (1000 RPM, 5 min), and resuspended in the Cardiomyocyte medium supplemented with 2% B27 (17504‐044, Gibco). The neonatal cardiomyocytes were seeded onto aprecoated poly‐l‐lysine (P6282, Sigma) with laminin (1 mg/mL; L2020, Sigma) and fibronectin (1 mg/mL; F1141, Sigma) coated petri dish for monoculture or cocultures. Ara‐C (C1768, Sigma) at 5 μM concentration was applied to all petri dishes for 12 h to minimize fibroblast and glia contamination.

### 2.5 Fluorescent‐Activated Cell Sorting (FACS)

Prior to purifying Di‐8‐ANEPPQ labeled neurons, we first evaluated cell viability of sensory neurons following enzymatic dissociation and/or percoll gradient. The cell suspension was incubated with 1 μg/mL Propidium Iodide (PI; P4170, Sigma) and 1 mg/mL Hoescht 33342 (14533, Sigma) to mark necrotic cells and nuclei, respectively. Following 30 min at 37°C incubation, the suspension was centrifuged at 120 g for 3 min and resuspended with Ca^2+^‐ and Mg^2+^‐free PBS (14190‐094, Gibco) supplemented with 1% FBS (10270‐106, Gibco) and 1% DNAse (D4513, Sigma). After filtration through a 100 μm cell strainer (352360, Falcon), the samples were analyzed using BD FACS Influx. Single Hoechst‐positive and PI‐negative (viable) neurons were identified and gated using BD FACS Software based on forward/side scatter, trigger pulse width, 355 (460/50), and 561 (593/40) filters.

DRG and NG neurons labeled with Di‐8‐ANEPPQ were purified using a FACS‐sorter (BD Biosciences). The enzymatically dissociated neurons (as described above) were resuspended with PBS without CaCl_2_, and MgCl_2_ (14190‐094, Gibco) supplemented with 1% FBS (10270‐106, Gibco) and 1% DNAse (D4513, Sigma), and filtered through a 100 μm cell strainer (352360, Falcon). Di‐8‐ANEPPQ labeled neurons were analyzed and sorted on a BD FACS Influx cell sorter set up with a 488 laser, 100 μm nozzle at 17 PSI. Di‐8‐ANEPPQ positive neurons at the single‐cell level were identified and gated by BD FACS Software using forward side scattered, trigger pulse with a 488 (670/30) filter. Di‐8‐ANEPPQ positive cells were sorted directly into neural basal medium supplemented with 2% B27, 1% Glutamax‐I (35050‐61, Gibco), 1% penicillin/streptomycin (15140‐122, Gibco), and 25 ng/mL NGF (N6009, Sigma). For live cell imaging or immunocytochemistry, the sorted Di‐8‐ANEPPQ labeled cells were seeded either as monocultures or co‐cultures with cardiomyocytes. For RNA sequencing, the sorted Di‐8‐ANEPPQ cells were centrifuged at 120 g for 3 min, and the pellet was lysed for RNA isolation.

### 2.6 Optogenetic Analysis

For optogenetic stimulation, the cardiomyocytes were transduced with AAV‐CAG‐ChR2‐H134R‐tdTomato (#28017, Addgene) prior to co‐culture with FACS‐purified neurons (Hunnicutt et al. 2014). To visualize Ca^2+^ dynamics, monocultures or cocultures were transduced with AAV‐EF1a‐GCaMP6s‐WPRE‐pGHpA (#67526, Addgene) (Chen et al. 2013; Wertz et al. 2015). AAV particles (MOI above 10^11^) were resuspended in Cardiomyocyte Medium without penicillin/streptomycin and incubated for 24 h, and then replaced with fresh medium. At 4 or 5 days post‐transduction, the reporter proteins (GFP for GCaMP6s and tdTomato for CHR2) were verified using confocal microscopy. The optogenetics stimulation was performed under LSM 780 confocal microscopy equipped with Plan‐Apochromat 10×/0.45 M27 objective. The GCaMP6s and CHR2 fluorescent reporters were detected using a 488 nm and a 561 nm excitation and 493–556 nm and 575–691 nm emission filters, respectively. Neonatal cardiomyocytes with CHR2 were selected using the research of interest (ROI) mode, and blue light (488 nm) was delivered in bleaching mode at 0.2 or 1 Hz for 100 s to the selected cardiomyocyte. To assess functional coupling, the Ca^2+^ transients in sensory neurons axonally connected to the optogenetically stimulated cardiomyocyte were continuously recorded during spontaneous baseline, optogenetic stimulation, and at recovery phases. All images were analyzed using the Zen (Zeiss) or Image‐J (https://imagej.net; version.1.52i) program. Basal fluorescence intensities were analyzed using a one‐phase decay function in GraphPad Prism software to normalize GCaMP6s signals to 100%. Raw fluorescence intensity was denoted as *F*, and normalized fluorescence intensity is denoted as *F*_*0*_. The [(F/F0)‐1] *100 formula was used to obtain normalized signal curves. Maximal amplitude was defined as the peak value of the normalized signal. The event duration was measured between the onset and termination of maximal amplitude. The number of events was quantified by counting individual Ca^2+^ peaks for spontaneous, chemical, or optogenetic stimulation recordings.

### 2.7 Real‐Time Ca^2+^ Imaging

Real time Ca^2+^ imaging was performed using GCaMP6s vectors by excitation with a 488 nm laser, and emitted fluorescence was collected at 509 nm. Imaging experiments were performed using Spinning disk microscopy equipped with LD A‐plan 20×/0.3 dry objective, Yokogawa CSU‐X1 (Tokyo, Japan) confocal scanner unit, and QuantEM:512SC (Teledyne Photometrics, AZ, USA). Each recording was for 60–120 s from cultures up to 25 days. Neurons were imaged before and after chemical stimulation in the absence or presence of 100 nm Isoproterenol hydrochloride (35100, USP).

### 2.8 Immunostaining

For immunohistochemical characterization of Di‐8‐ANEPPQ labeled DRGs and NGs, mice were euthanized 7 days following Di‐8‐ANEPPQ injection. NG and DRG tissues were embedded in OCT (14020108926, Leica) and cryo‐sectioned at 10 μm thick. Due to PFA‐induced fluorescence quenching of Di‐8‐ANEPPQ (Akgul Caglar, Durdu, et al. 2021), Di‐8‐ANEPPQ images were acquired prior to fixation and subsequently merged with the corresponding immunolabeled images at both tissue and single‐cell levels. XY alignment was achieved through a multi‐step spatial registration process in ImageJ, utilizing bright‐field (BF) images as a structural reference. BF and fluorescent images were acquired at both tissue and single‐cell levels before and after fixation. The BF images served as a spatial guide to align the two sets of coordinates via translation and rotation. Once registered, the pre‐fixed Di‐8‐ANEPPQ fluorescent signal was merged with corresponding post‐fixation immunolabeled channels, using the Merge Channels module. This process ensured that fluorescently labeled cells matched the molecular markers identified after processing. Next, sections were fixed in 4% PFA (158127, Sigma) for 15 min and treated in blocking buffer (3% bovine serum albumin (BSA; A9418, Sigma), 0.01% sodium azide (S8032, Sigma), 5% serum (16210‐064, Gibco), and 0.1% Triton X‐100 (X100, Sigma) in PBS) for 1 h. In parallel, mono‐ and cocultures were immunolabeled using the same protocol described for tissue sections to measure soma size, neurite diameter, and neurite number. Tissue or cell culture samples were incubated overnight at 4°C with primary antibodies against selected markers: rabbit anti‐P2XR2 (1:200; APR‐003, Alomone Labs), rabbit anti‐SCN10a (1:200; ASC‐016, Alomone Labs), rabbit anti‐Tuj1 (1:1000; ab18207, Abcam), mouse anti‐TRPV1 (1:200; ab203103, Abcam), or mouse anti‐cTnT (1:500; MS‐295‐P, Thermo). Following primary antibody incubation, sections were treated with Alexa Fluor 488 anti‐rabbit IgG (1:500; 4408S, CST) and/or Alexa Fluor 647 anti‐mouse IgG (1:500; 4414S, CST) for 1 h at RT, followed by nuclear staining with DAPI (1 μg/mL; D9542, Sigma) for 5 min at RT. All fluorescence images from tissue sections and cultured cells were acquired using an LSM 780 confocal microscope (Zeiss).

### 2.9 RNA Isolation and Library Construction

RNA was isolated from the following samples using the RNeasy micro kit (74034, Qiagen). RNA concentration from FACS‐purified Di‐8‐ANEPPQ labeled DRG (DRG^HS^; *n* = 3 biological replicates, 3–4 animals pooled per replicate), purified Di‐8‐ANEPPQ labeled NG (NG^HS^; *n* = 2 biological replicates, 4 animals pooled per replicate), SHAM total DRG population (DRG^T^; *n* = 2 biological replicates from 2 animals), and SHAM total NG population (NG^T^; *n* = 2 biological replicates from 2 animals) was determined using a Qubit RNA Quantification kit (Q32852, Invitrogen) and Qubit fluorometer (Q33216, Thermo Scientific). For Global RNA sequencing analysis, 500 ng/μL and 200 ng/μL of RNA were used for DRG and NG samples, respectively. RNA integrity was assessed using the Agilent 2100 Bioanalyzer, in which samples with RNA integrity number (RQN) as shown in Table S10 were included in the sequencing reaction. RNA libraries were prepared using the TruSeq Total RNA Sample Preparation Kit v2 (15058251, Illumina) and sequenced using paired‐end reads (2 × 75 bp) on the Illumina NextSeq 500 platform (Illumina) at Istanbul Medipol University Genomic Center.

### 2.10 qRT‐PCR

Complementary DNA was synthesized from 200 ng RNA using the iScript Advanced cDNA Synthesis Kit (170‐8891, Bio‐Rad). qRT‐PCR was performed in triplicate using iTaq Universal SYBR Green Supermix (170‐8882, Bio‐Rad) on the CFX Bio‐Rad real‐time PCR system. Primer sequences are provided in Table S11. To ensure the molecular purity of the FACS‐isolated neuronal populations from DRG and NG, we employed a dual‐normalization strategy. First, target gene expression was normalized to the housekeeping gene *Gapdh* using the ΔCt method to account for variations in RNA input. To eliminate potential bias from trace cardiac mRNA in our FACS‐isolated samples, target gene expression was further normalized to *Myh6* as a lineage‐specific correction factor, ensuring the observed results were strictly neuronal in origin. This normalization served as a critical control for variations in cellular composition across samples; in the context of cardiac‐innervating neurons, *Myh6* serves as a high‐fidelity indicator of sample homogeneity. Final comparative analyses between groups were performed using the ΔΔCt method, with results expressed as relative fold change. This approach is consistent with previous studies suggesting that standard housekeeping genes may not provide sufficient normalization across varying biological contexts and that strategies should be tailored to specific sample composition (Suzuki et al. 2000; Vandesompele et al. 2002; Bustin et al. 2009).

### 2.11 Bioinformatics Analysis

On average, approximately 40 million reads were obtained per sample. Read quality was assessed using FastQC v0.11.6 (Anders 2010), which indicated that the proportion of low‐quality bases was negligible. Reads were not trimmed based on quality, as previous studies have shown that user‐defined trimming parameters can introduce bias and negatively affect downstream analyses (Williams et al. 2016). Transcript‐level quantification was performed using Salmon v0.8.2 (Patro et al. 2017) with the Ensembl v88 release of the mouse transcriptome (mm10). Gene‐level abundance estimates were generated using the Tximport package in R (Soneson et al. 2015). All downstream analyses were conducted in R (Huber et al. 2015).

Differentially expressed genes were identified using the DESeq2 package (Love et al. 2014). Genes with an absolute log_2_ (fold change) > 0.5 and multiple‐test adjusted *p* value < 0.05 were considered statistically significant (|log2FC| > 0.5, *p*adj < 0.05) (Schurch et al. 2016). Additionally, genes with an absolute log_2_(fold change) > 1.5 were quantified separately for emphasis (Schurch et al. 2016). Regularized log‐transformed counts generated by DESeq2 were used for principal component analysis (PCA) and hierarchical clustering based on Euclidean distance. PCA was generated using the 500 most variable genes across all samples (Love et al. 2014). Data visualization and statistical plots were generated using the ggplot2 and gplots R packages (Warnes et al. 2025). Functional enrichment analyses of differentially expressed genes were performed using the GOseq package (Young et al. 2010) to identify overrepresented Gene Ontology (GO) biological processes. Enriched pathways were further investigated using annotation data from the KEGG (Ogata et al. 1999) and Reactome databases (Gillespie et al. 2022). All raw and processed RNA‐seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE211622.

### 2.12 Statistical Analysis

All imaging data were analyzed using GraphPad Prism version 9 (GraphPad Software, San Diego, CA, USA). Each experiment was repeated a minimum of three times. Results were given as N/n, where N represents the number of independent experiments and *n* denotes the number of the cells analyzed. Data were presented as mean ± SD. Statistical significance between two groups was assessed using an unpaired Student's *t*‐test. For drug or optogenetic stimulation experiments, paired *t*‐test were applied to pre–post comparisons within the same cells. One‐way ANOVA with Tukey post hoc test was used for multiple‐group comparisons. The amplitude, the number of events, and the duration of spontaneous or pre‐post stimulation Ca^2+^ signals were analyzed using Pearson's correlation test. Correlations between RNA‐seq (FPKM) and qPCR (ΔΔCt) data were determined using Pearson's correlation coefficients in R. A *p*‐value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Sorting of Retrogradely Labeled Heart‐Specific Sensory Neurons and Morphological Characterization

To obtain an enriched population of heart‐specific sensory neurons in DRG and NG, the Di‐8‐ANEPPQ retrograde label was applied to the apex of the heart as we described previously (Akgul Caglar, et al. 2021). Following dissociation of DRG and NG tissues, the viability was determined to be approximately 93.4% and 86.6%, respectively, by flow cytometry analysis (Figure S1A). Di‐8‐ANEPPQ labeled heart innervating sensory neurons from DRGs of the C‐T segments, and bilateral NG tissues were FACS sorted, yielding 4.19% and 7.14%, respectively, of all viable cells (Figure 1A, Figure S1B). Following sorting, the Di‐8‐ANEPPQ‐labeled heart‐specific DRG^HS^ and NG^HS^ neurons were cultured to verify their fluorescence and their neurite extension for the subsequent days, exhibiting the pan‐neural marker TUJ‐1 immunolabeling (Figure 1B, Figure S1C). This data demonstrated that the cardiac innervating DRG^HS^ and NG^HS^ neurons were enriched by the FACS sorting strategy following the retrograde labeling with Di‐8‐ANEPPQ fluorescent dye.

**FIGURE 1:**
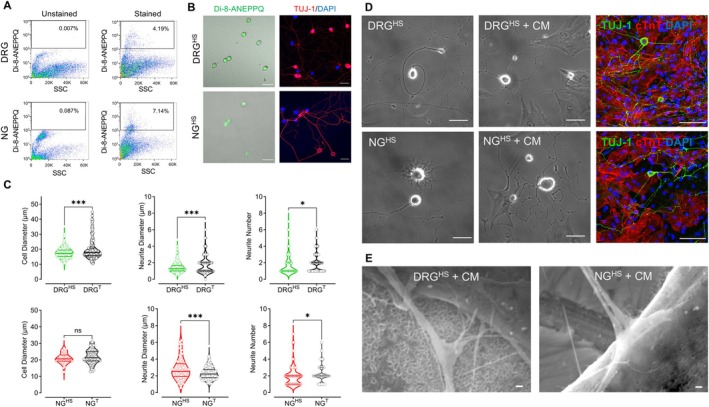
Morphological characterization of FACS‐sorted heart‐specific sensory neurons and cocultures with neonatal cardiomyocytes. (A) Representative FACS plot illustrating the gating and sorting strategy of DRG^HS^ and NG^HS^ sensory neurons that were retrogradely labeled with Di‐8‐ANEPPQ compared to unstained total (DRG^T^ and NG^T^) sensory populations. (B) Representative bright‐field and fluorescence images of Di‐8‐ANEPPQ‐labeled neurons imaged following FACS sorting and after 3 days in culture, immunolabeled for the neuronal marker TUJ‐1 (red) and nuclear marker DAPI (blue). Scale bar: 50 μm. (C) The upper panel illustrated cell diameter of DRG^HS^ (*n* = 202 cells), DRG^T^ (*n* = 200); neurite diameter of DRG^HS^ (*n* = 254), DRG^T^ (*n* = 310); and neurite number of DRG^HS^ (*n* = 150) and DRG^T^ (*n* = 158). The lower panel represented the cell diameter of NG^HS^ (*n* = 53), NG^T^ (*n* = 67); neurite diameter of NG^HS^ (*n* = 93), NG^T^ (*n* = 115), and neurite number of NG^HS^ (*n* = 150) and NG^T^ (*n* = 158). Values denoted mean ± S.D., *p < 0.05, ***p < 0.01, ns: non‐significant by Student's *t*‐test. Scale bar: 50 μm. (D) Representative bright field images of DRG^HS^ and NG^HS^ in monocultures or cocultures with neonatal CM. Immunostaining of cocultures with TUJ‐1, cardiac Troponin T (cTnT), and DAPI was pseudo‐colored with green, red, and blue, respectively. Scale bar: 50 μm. (E) High‐resolution scanning electron microscopy (SEM) images demonstrating the physical interaction between DRG^HS^ or NG^HS^ and neonatal CMs. Sensory neurons were branched and formed extensions with multiple point contacts with the underlying cardiomyocyte sarcolemma. Scale bars: 200 nm. DRG^HS^: Heart‐specific DRG sensory neurons, NG^HS^: Heart‐specific sensory neurons, CM: Cardiomyocytes.

The cardiac innervating DRG^HS^ and NG^HS^ neurons were characterized morphologically by soma diameter, neurite diameter, and the number of neurites of TUJ‐1 immunolabeled sensory neurons (Figure 1C). The DRG^HS^ neurons had an average of 17.55 ± 3.18 in soma size that was smaller than the cell diameter of the total sensory neuron population (19.48 ± 6.38, DRG^T^, *p* = 0.0001) (Table S12). On the other hand, the cell diameter of NG^HS^ was measured as 20.98 ± 2.99 μm, similar to the total NG population (21.92 ± 4.33 μm, NG^T^; *p* = 0.1786). Moreover, the average diameter of the neurites of DRG^HS^ neurons was measured to be 1.4 ± 0.58 μm, that was significantly thinner than the DRG^T^ neurons (1.63 ± 0.97 μm; *p* = 0.0003). In the NG^HS^ neuron culture, the neurite diameter of 2.82 ± 1.25 μm was determined to be thicker than the NG^T^ neurons (2.31 ± 0.70 μm; *p* = 0.0003). Moreover, cardiac innervating spinal (1.63 ± 1.07) and vagal sensory neurons (1.94 ± 1.09) extended less neurites than total afferent population (1.92 ± 1.1 for DRG^T^; 2.23 ± 1.04 for NG^T^; *p* = 0.019 and *p* = 0.017, respectively) (Figure 1C, Table S12). These data indicated distinct morphological characteristics between cardiac innervating sensory neurons from the total afferent population under these experimental conditions.

### 3.2 The Interaction of Heart‐Specific Sensory Neurons and Neonatal Cardiomyocytes In Vitro

Next, we cultured the sorted NG^HS^ or DRG^HS^ sensory neurons as a monoculture or co‐culture with neonatal primary cardiomyocytes to investigate their interaction in vitro. The sorted DRG^HS^ and NG^HS^ extended neurites and formed physical connections with each other and cardiac muscle cells immunolabeled with pan‐cardiac cTnT marker protein (Figure 1D). Further analysis by scanning electron microscopy revealed physical interactions between NG^HS^ or DRG^HS^ sensory neurons and cardiomyocytes (Figure 1E).

To investigate the interaction between the cardiac innervating neurons and neonatal cardiomyocytes regarding functional Ca^2+^ coupling and activity, the sorted DRG^HS^ neurons, either cultured alone or with cardiomyocytes, were transfected with the Ca^2+^ biosensor GCaMP6s coding virus (Chen et al. 2013). Following transduction, both DRG^HS^ neurons and cardiac muscle cells displayed the GFP expression associated with GCaMP6s stably detected with confocal microscopy (Figure 2A). Spontaneous Ca^2+^ transients measured in mono and co‐cultures (Figure 2B) demonstrated a peak in % of active neurons at 10–15 days in DRG^HS^ cocultures reaching up to 33.89% ± 17.56, significantly higher than DRG^HS^ monocultures (10% ± 8.16, *p* = 0.004) (Figure 2C). Although the % of active neurons remained consistently higher in later days in cocultures, the number of DRG^HS^ neurons firing on days 10–15 was measured to be 5.1 ± 3.45 in cocultures, which was higher than monocultures (2.25 ± 2.05, *p* = 0.0135) (Figure 2C). Based on these observations, we analyzed neuro‐cardiac interaction at 10–15 days in co‐cultures in optogenetic evaluations.

**FIGURE 2:**
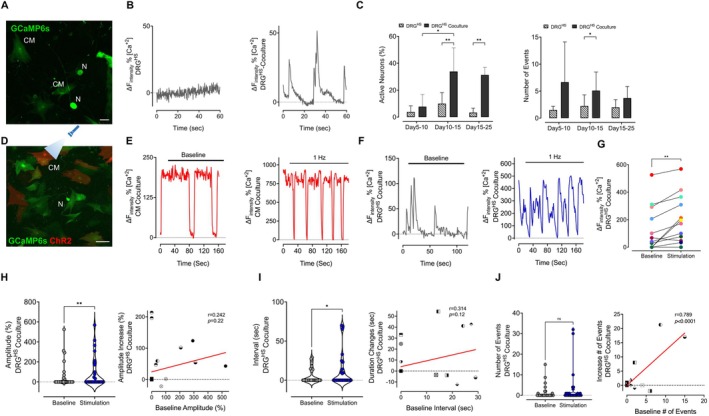
Functional characterization of DRG^HS^ neuron and cardiomyocyte cocultures at baseline and following optogenetic stimulation. (A) Representative image of GCaMP6s‐expressing (green) DRG^HS^ and CM displaying. Scale bar: 50 μm (B) spontaneous activity in mono and cocultures. (C) Quantitative comparison of DRG^HS^ Ca^2+^ transient signals across 5–25 days of mono and cocultures (*N* = 4 experimental replicates, *n* = 441 cells analyzed). (D) Representative image of cardiomyocytes expressing ChR2 (red) and/or GCaMP6s (green) together with DRG^HS^ neurons expressing GCaMP6s in coculture. Scale bar: 50 μm. (E) Representative Ca^2+^ transient signals of CM at baseline and with optogenetic stimulation at 1 Hz. (F) The subsequent response of DRG^HS^ following CM activity in (E). (G) Collective neuronal activity recorded in (F) through fluorescent Ca^2+^ changes at baseline and with optogenetic stimulation of CM. Violin plots and correlation analyses showing changes in amplitude (H), interval (I), and event frequency (J) in DRG^HS^ neurons following CM stimulation (*N* = 3, *n* = 26, *p < 0.05, **p < 0.01 by paired *t*‐test).CM: Cardiomyocytes, N: Neuron, DRG^HS^: Heart‐specific DRG sensory neurons.

### 3.3 Optogenetic Modulation of Sensory Neuron‐Cardiomyocyte Interactions

To validate the specific interaction between the DRG^HS^ neurons and cardiomyocytes, we employed an optogenetic strategy in which ChR2 and GCaMP6s expression virus transduced neonatal cardiomyocytes, stimulated with 488 nm blue light stimulation to evaluate Ca^2+^ activity of GCaMP6s‐expressing DRG^HS^ neuron in coculture. The expression of ChR2 in cardiomyocytes was traced with the reporter RFP signal, and GCaMP6 biosensor expression in both populations was validated by reporter GFP expression under confocal microscopy (Figure 2D). The cardiomyocyte in cocultures was stimulated with 0.2 Hz or 1 Hz blue light, enhancing Ca^2+^ activity in DRG^HS^ neurons (Figure S2A). The 1 Hz stimulation of cardiac cells led to higher amplitude in Ca^2+^ spikes indicative of a robust response that gradually recovered to the resting state in DRG^HS^ neurons (Figure S2B). The 1 Hz optogenetic stimulation of cardiomyocytes induced rhythmic, high frequency, and high amplitude Ca^2+^ spikes compared to baseline activity (Figure 2E). The DRG^HS^ neurons exhibited synchronized, frequent and strong Ca^2+^ activity spikes during the optogenetic stimulation of the interacting cardiomyocytes (Figure 2F,G). Optogenetic stimulation of cardiomyocytes in cocultures induced Ca^2+^ activity with higher amplitudes (96.06 ± 157.3 and 60.61 ± 130.18, *p* = 0.007) in DRG^HS^ compared to baseline activity (Figure 2G, Figure 2H, left panel). Correlation analysis revealed that there was a trend showing an increase in amplitude of Ca^2+^ signals following optogenetic stimulation and that neurons with lower baseline fluorescent intensity showed higher Ca^2+^ signals (Figure 2H, right panel; *r* = 0.242, *p* = 0.22). Furthermore, spike duration of DRG^HS^ lasted longer compared to its baseline duration (13.09 ± 22.66 and 6.16 ± 10.03, *p* = 0.049) following optogenetic stimulation interacting cardiomyocytes (Figure 2I). Lastly, the number of events in the neurons at rest (1.53 ± 3.47) and after cardiomyocyte stimulation (3.38 ± 8.41) were measured to have a high correlation relative to baseline activity (*r* = 0.798, *p* < 0.0001) (Figure 2J).

Beside optogenetic stimulation, we chemically induced cardiomyocytes with the β‐Adrenergic agonist isoproterenol and evaluated DRG^HS^ activity to model/replicate the sensory transmission route. Following isoproterenol stimulation, mono and coculture cardiomyocytes showed enhanced contraction frequency as reported previously (Figure S3A) (Ginsburg and Bers 2004). The DRG^HS^ neuronal activity was comparatively evaluated for the number of events, amplitude, and the duration of the firing in the absence or presence of cardiomyocytes induced by isoproterenol. DRG^HS^ monocultures did not display spontaneous activity overall, except 2 cells in the recording of 54 neurons (Figure S3B, upper panel). Similarly, in DRG^HS^ alone cultures, the quiescent neurons did not respond to isoproterenol stimulation regarding the number of events (Figure S3C), amplitude (Figure S3D), and duration (Figure S3E) of Ca^2+^ signal. In contrast, the DRG^HS^ neurons in cocultures with cardiomyocytes showed spontaneous Ca^2+^ spikes (Figure S3B, lower panel). Following isoproterenol administration, a subset of neurons exhibited heterogeneous responses: 31.03% and 20.69% of neurons showed increases in amplitude and event frequency, respectively, while 17.24% and 24.13% exhibited decreases in these parameters (Figure S3C–E). Although the opposing directions of these responses resulted in no net change during comparison and correlation analysis, relative changes in the activity of DRG^HS^ in cocultures showed a significant increasing trend in the firing frequency, amplitude, and duration of firings compared to DRG^HS^ monoculture (Figure S3C–E).

### 3.4 Global Gene Expression Profiling of Heart‐Specific Sensory Neurons

To determine whether DRG^HS^ and NG^HS^ have a distinctive transcriptional profile compared to the total population, the global transcriptome analysis of retrogradely labeled heart‐innervating sensory neurons was evaluated. Total RNA extracted from FACS purified DRG^HS^ and NG^HS^ from labeled tissue (Figure 1A) together with the entire sensory neuron population of DRG^T^ and NG^T^ from vehicle‐treated SHAM control were subjected to RNA sequencing, yielding around 35‐51 × 10^6^ total reads. 

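The transcriptome results rest on 9 RNA sequencing samples from female BALB/c mice, an inbred laboratory strain, aged 8 to 12 weeks and euthanized 7 days after injection. They comprise 3 DRG HS, 2 DRG T, 2 NG HS and 2 NG T samples. Di-8-ANEPPQ is a fluorescent membrane dye that nerve endings take up at the injected site and carry back to the cell body in the ganglion, where it marks the cells to be sorted. Each DRG HS sample pooled 3 to 4 animals, and each DRG T or NG T sample came from 1 animal. For each NG HS sample, the paper gives 4 pooled animals and the sample records give 2. The heart-specific samples were sorted by fluorescence, and the methods describe a Percoll density gradient for the DRG T samples and none for the NG T samples, so sample handling differs along with the group in each comparison of heart-specific with total neurons. Total RNA libraries were sequenced from both ends, and the authors quantified the reads with Salmon against the Ensembl mouse transcripts of mm10, took them to genes with tximport and deposited FPKM, the number of fragments scaled for transcript length and sequencing depth. For the comparisons, these values were taken to log2(FPKM + 0.5), for the 15390 genes with a mean of at least 0.1 FPKM over the 9 samples, and limma fitted a mean per group with the spread shared by all 4 groups. Every log2 fold change (log2FC) is on this scale, on which the change of genes with low FPKM is understated. A gene was called differentially expressed where |log2FC| exceeded 0.5 and the Benjamini-Hochberg adjusted p was under 0.05. For 1 gene taken alone, an exact permutation test (two-sided) cannot reach p = 0.05: its smallest p is 0.100 for 3 DRG HS against 2 DRG T samples and 0.333 for 2 NG HS against 2 NG T samples. Gene positions are those of GRCm38.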

There were no significant differences in FPKM among samples (Figure S4A). 

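The median over the 15864 listed genes ranged from 6.62 FPKM in DRG HS replicate 2 to 7.84 FPKM in NG T replicate 2. The sum over genes ranged from 521471 to 664610 FPKM, so the samples are not scaled to a common total. The 10 most abundant genes took 7.04% to 10.0% of the sum. Between 48 and 262 genes per sample were listed at 0, with the highest number in NG HS replicate 2 and the lowest in DRG T replicate 1. The depth in reads cannot be read from FPKM, but low values step by whole reads, and the size of the step gives an estimate of the depth of each sample relative to DRG T replicate 1. This estimate ran from 65.1% in DRG HS replicate 2 to 88.3% in DRG HS replicate 1, with the NG samples between 74.7% and 81.2%.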

Around 15,853 transcripts were detected in the pool of cardiac sensory neurons compared to total cells based on the gene expression profiles (Figure S4B). 

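The deposited values cover 15853 distinct gene symbols, 11 of them on more than 1 line, and 15753 of the genes are annotated as protein coding. All 15864 genes had a value above 0 in at least 1 sample and 15167 in every sample. A mean of at least 1 FPKM over the samples was reached by 12472 genes, fewer than the number tested, which was set by a mean of 0.1 FPKM.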

Principal component analysis (PCA) of the top 500 differentially expressed genes (DESeq2) revealed a clear separation between DRG‐ and NG‐derived samples along the primary component, accounting for 74% variance. 

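Computed on the 500 genes with the highest variance of log2(FPKM + 0.5), principal component 1 carried 76.7% of the variance. The 5 DRG samples scored from -30.1 to -24.5 and the 4 NG samples from 30.7 to 36.7. Its share moved most when all tested genes were used, to 60.0%. In the fit across genes, 1840 genes were higher and 2027 lower in DRG than in NG samples, averaged over heart-specific and total neurons (limma with Benjamini-Hochberg adjustment).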

Importantly, the variation within the DRG^HS^ group or NG^HS^ group was confined to only about 3% at PC3, confirming high reproducibility across biological replicates (Figure 3A). Furthermore, DRG^HS^ and NG^HS^ samples exhibited distinct clustering patterns relative to their respective total tissue samples along the secondary axis, accounting for 14% of variance. 

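Principal component 3 carried 3.54% of the variance and spread the DRG HS samples from -9.30 for replicate 2 to 1.80 for replicate 3, and the NG HS samples from 5.54 to 8.17. The DRG T samples scored 5.30 and 6.90 and the NG T samples -9.85 and -5.06 on the same component, so it also separated heart-specific from total samples, in opposite directions in DRG and NG. With all tested genes in place of 500, its share was 8.14%. Within groups, the Pearson correlation of log2(FPKM + 0.5) across genes, which are not independent replicates, lay between 0.983 for the NG T samples and 0.992 for DRG HS replicates 1 and 3.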

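Principal component 2, at 14.0% of the variance, placed the DRG HS samples between 10.7 and 11.6 against -17.8 and -17.5 for DRG T. The NG HS samples scored 12.5 and 12.6 against -12.2 and -10.8 for NG T. Over the alternatives, the share ran from 11.7% without DRG T replicate 1 to 19.5% with 0.1 FPKM added before the logarithm.

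**Figure D1:**
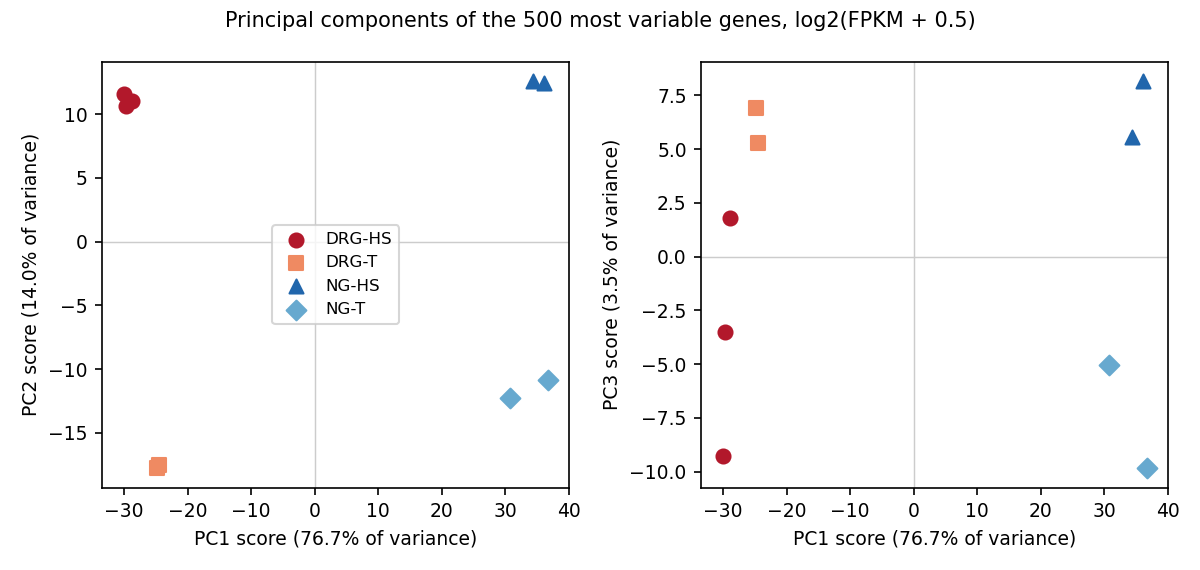
Scores of the 9 samples on principal components 1 and 2 (left) and 1 and 3 (right), from the 500 most variable genes on the log2(FPKM + 0.5) scale. Each point is 1 sample, with color and shape giving the group. The DRG samples sit at or below -24.5 and the NG samples at or above 30.7 on component 1, and on component 2 the heart-specific samples lie at 10.7 or higher and the total samples at or below -10.8.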

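Hierarchical clustering of the same 500 genes with Euclidean distance and complete linkage, divided into 4 clusters, returned the DRG HS, DRG T, NG HS and NG T samples as the clusters. The same 4 clusters were obtained with each other pseudocount, scaling and number of genes that was tried, and with each sample left out in turn. The standard deviation of the log2 difference between replicates ran from 0.32 for DRG HS replicates 1 and 3 to 0.44 for DRG HS replicates 1 and 2.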

Hierarchical clustering supported the PCA results, yielding four well‐defined clusters (Figure 3B).

**FIGURE 3:**
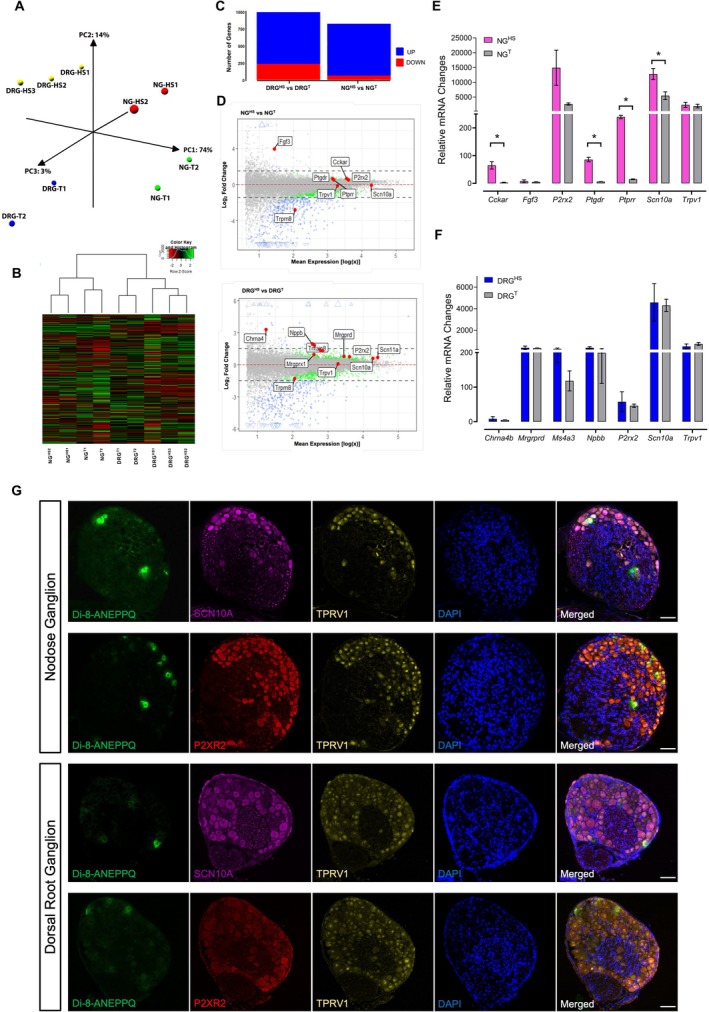
Global transcriptome analysis of DRG^HS^ and NG^HS^ populations with molecular validation. (A) PCA of total gene expression profiles illustrating the distinct separation between DRG and NG‐derived samples (PC1: 74%) and between heart‐specific versus total sensory populations (PC2: 14%). Variations within either DRG or NG cardiac populations were relatively low, as PC3: 3%. (B) Hierarchical clustering displaying the total number of differentially expressed genes. (C) The up‐regulated and down‐regulated genes selected based on the criteria of |log2FC| > 0.5, padj < 0.05 were highlighted in red and blue, respectively, in the bar graph. (D) MA plots displaying the distribution of total and selected up‐regulated and down‐regulated genes in DRG^HS^ and NG^HS^ samples. For DRG, gray dots (*p*_adj_ > 0.05); green dots (*p*_adj_ < 0.05; lfc < 1.5, *n* = 658); blue dots (*p*_adj_ < 0.05; lfc > 1.5, *n* = 413). For NG, gray dots (*p*adj > 0.05); green dots (*p*_adj_ < 0.05; lfc < 1.5, *n* = 432); blue dots (*p*adj < 0.05; lfc > 1.5, *n* = 411). Validation of selected differentially expressed genes using qRTPCR analysis, showing relative mRNA changes in (E) NG^HS^ and (F) DRG^HS^ neurons compared to total populations. All values denoted mean ± S.D.; *p < 0.05, otherwise nonsignificant. (G) Representative immunofluorescence images of Di‐8‐ANEPPQ‐labeled neurons (green) in tissue section of NG and DRG. Tissue section co‐staining for SCN10A (magenta), TRPV1 (yellow), P2XR2 (red), and the nuclei were stained with DAPI (blue). Scale bars: 100 μm. PCA: Principal component analysis, MA: The logged intensity ratio (M) versus the mean‐logged intensity (A), lfc, logarithmic fold change, log2FC, logarithmic fold change.

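In the comparison of 3 DRG HS with 2 DRG T samples, 84 of the 15390 tested genes were higher and 509 lower in DRG HS at |log2FC| above 0.5 and adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 and the same |log2FC|, the numbers were 437 higher and 1310 lower. A |log2FC| above 1.5 was passed by 189 genes. Weighting the samples by their fit (limma's array weights) moved the numbers most, to 225 higher and 944 lower. Without DRG HS replicate 1 they were 49 higher and 361 lower, without replicate 2 86 and 544, and without replicate 3 63 and 323.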

Differential expression analysis based on the criteria of log2FC| > 0.5, *p*adj < 0.05 identified 995 genes altered in DRG^HS^ neurons relative to DRG^T^, in which 238 genes were upregulated, and 757 genes were downregulated. For the NG population, from 827 genes in NG^HS^, only 66 genes showed an upregulation, while the majority of 761 were measured to be downregulated relative to NG^T^ (Figure 3C). 

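With 2 NG HS against 2 NG T samples and the same thresholds, 12 genes were higher and 421 lower in NG HS (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 283 higher and 1449 lower. A |log2FC| above 1.5 was reached by 188 genes, all lower in NG HS. Fitting NG apart from DRG took the numbers to 2 higher and 169 lower, and quantile normalization to 26 and 305. Both ganglia share an excess of lower genes: of the genes lower in NG HS, 393 also had a negative log2FC in DRG HS.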

The logged intensity ratio (M) versus the mean‐logged intensity (A), MA plots highlighted representative examples were selected based on high significance or functional sensorial relevance (Figure 3D). The top 50 up‐ and down‐regulated genes for both DRG and NG were demonstrated in Figure S5A,B.

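Among called genes, the 3 with the largest increase in DRG HS were *Hbb-b1*, *Nppb* and *Tnfaip8*, and the 3 with the largest decrease were *S100a9*, *Igfbp7* and *Emcn*. *Hbb-b1*, which is listed under 2 identifiers (here ENSMUSG00000052305), had a log2FC of 4.99 (SE 1.14, adjusted p = 0.0437, limma with Benjamini-Hochberg adjustment), from 624, 4075 and 105 FPKM in the DRG HS samples against 13.9 and 28.2 FPKM in DRG T, and without DRG HS replicate 1 its adjusted p from the same test was 0.0955. *S100a9*, on chromosome 3 from 90692632 to 90695721, fell by 4.87 on the log2 scale (adjusted p = 7.29e-06, the same test), to 1.71 FPKM from 63.4 FPKM. *Igfbp7*, on chromosome 5 from 77349240 to 77408041, was at 2.83 ± 0.797 (SD, n = 3) FPKM in DRG HS and 88.9 ± 24.7 (SD, n = 2) FPKM in DRG T, and *Emcn* at 0.430 and 19.0 FPKM. Of the genes called in NG, *Nhej1*, *Aox3* and *Mum1l1* rose most, by log2FC of 1.29, 1.04 and 1.04 (adjusted p = 0.0172, 0.0284 and 0.0324, the same test). Among the largest decreases of called genes in NG HS were those of *Ncmap* and *Cntf*, with every NG HS sample below both NG T samples. *Ncmap* was at 0.286 FPKM in NG HS and 31.4 FPKM in NG T, and *Cntf*, at 12.2 FPKM in NG T, was listed at 0 in both NG HS samples.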

Next, the RNA samples from the global transcriptional profile were validated by qRT‐PCR based on *p*‐value significance and functional relevance (Figure 3E,F). Pearson correlation analysis demonstrated strong concordance between RNA‐seq and qRT‐PCR datasets (*r* = −0.69 to −0.87; Figure S6). Expression of *Cckar*, *Ptgdr*, *Ptprr*, and *Scn10a* was significantly higher in NG^HS^ compared to NG^T^ (Figure 3E). Although *P2xr2* and *Scn10a* were also elevated in DRG^HS^ relative to DRG^T^, the differences did not reach statistical significance (Figure 3F). Moreover, the functionally relevant *Trpv1* (Transient Vanilloid Receptor1), the NG^HS^‐differentially expressed *Scn10a* (TTX‐resistant Na^+^ channel), and both DRG^HS^ and NG^HS^‐differentially expressed *P2rx2* (purinergic receptor P2X2) were validated for protein expression by immunohistochemistry. Immunofluorescence imaging of the DRG (T segment) and NG tissue sections showed an overlapping Di‐8‐ANEPPQ fluorescence with either P2RX2, SCN10A, and TRPV1, confirming mRNA expression data (Figure 3G).

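The 14 *Mrgpr* genes with a mean of at least 0.1 FPKM were compared between the 5 DRG and the 4 NG samples, averaged over heart-specific and total neurons. Of these, 13 had a higher mean in DRG, 11 of them with adjusted p under 0.05 and log2FC above 0.5, at a median log2 difference of 1.72 (adjusted p = 3.74e-05 for the family, fry in limma with Benjamini-Hochberg adjustment). *Mrgprb4*, on chromosome 7 from 48198070 to 48199288, showed the largest difference, 5.83 on the log2 scale (adjusted p = 7.25e-08, the same test for 1 gene), followed by *Mrgpra3* at 4.79 (adjusted p = 2.12e-07, the same test). *Mrgpre* was lower in DRG, with a difference of -0.53 (adjusted p = 0.0125, the same test). This difference lay between -0.60 without DRG T replicate 2 and -0.46, short of the threshold of 0.5, without DRG T replicate 1. *Mrgprf* differed by 0.02, with the sign changing between -0.13 without NG T replicate 1 and 0.16 without NG T replicate 2.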

Mas‐related gene family members (Mrgpr) were enriched in DRG samples relative to NG samples across the dataset. Although Mrgprd did not reach statistical significance at p adj < 0.05, the mRNA expression was validated as a candidate by our qRT‐PCR analysis (Figure S5C, Table S13). Moreover, the Mrgprd‐Cre::tdTomato transgenic mice were analyzed by the tdTomato reporter expression (Olson et al. 2017). 

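In the sequencing data, *Mrgprd* (ENSMUSG00000051207) on chromosome 7 from 145314835 to 145324086 had 72.7 ± 17.8 (SD, n = 3) FPKM in DRG HS and 42.4 ± 3.50 (SD, n = 2) FPKM in DRG T. Every DRG HS sample lay above both DRG T samples, and the log2FC was 0.74 (SE 0.40, adjusted p = 0.360, limma with Benjamini-Hochberg adjustment), with adjusted p from 0.104 to 0.521 over the alternative settings. The paper's reported adjusted p for this gene in DRG is 0.561.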

Consistent with the transcriptome data, *Mrgprd* expression was detectable only in the DRG^HS^ tissue (Figure S7A), albeit no *Mrgprd* expression in the NG tissues (Figure S7B).

### 3.5 Pathway Analysis Differentially Expressed Genes in Heart‐Specific Sensory Neurons

To explore the functional categories of upregulated genes in DRG^HS^ and NG^HS^ neurons, we performed Gene Ontology (GO) enrichment analyses for GPCR activity (GO:0004930), ion channel activity (GO:0005216), and DNA‐binding transcription factor activity (GO:0003700) (Figure 4). 

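Among 275 tested genes with ion channel symbols, 1 was called higher and 8 lower in DRG HS. The higher one was *Kcnip4*, on chromosome 5 from 48389502 to 49524907, with 168 ± 13.4 (SD, n = 3) FPKM in DRG HS and 107 ± 9.97 (SD, n = 2) FPKM in DRG T, a log2FC of 0.65 (SE 0.12, adjusted p = 0.0144, limma with Benjamini-Hochberg adjustment), and without DRG HS replicate 3 its adjusted p was 0.0530, while the difference between the ganglia had an adjusted p of 0.720. *Scn11a* was at 295 ± 58.2 against 186 ± 8.62 FPKM, a log2FC of 0.65 (SE 0.16, adjusted p = 0.0592, the same test), and *Scn10a* at 202 ± 36.9 against 135 ± 5.28 FPKM, a log2FC of 0.56 (adjusted p = 0.110, the same test). *P2rx2* had a log2FC of 0.56 (adjusted p = 0.0536, the same test), *Chrna4* of 0.65 (0.0940), *Kcnip2* of 0.59 (0.0824) and *Fxyd2* of 0.61 (0.105). For each of these 7 genes, all 3 DRG HS samples lay above both DRG T samples. Without DRG HS replicate 2, *Scn11a*, *Scn10a* and *P2rx2* passed the threshold (adjusted p = 0.00418, 0.0278 and 0.0263, the same test), within ranges of 0.00231 to 0.150, 0.00798 to 0.253 and 0.00855 to 0.195 over the alternatives, and without replicate 1 *Fxyd2* did (0.0439, range 0.0361 to 0.292). Array weights also brought *Chrna4* (0.0382, range 0.0344 to 0.214) and *Kcnip2* (0.0168, range 0.0168 to 0.216) past it by the same test. Of the channels lower in DRG HS, *P2rx7* and *Trpm8* passed the threshold, with log2FC of -1.36 and -0.96 (adjusted p = 0.0392 and 0.0382, the same test), but not without DRG HS replicate 1 (0.0921 and 0.103) or replicate 3 (0.0990 and 0.100). *Kcnj8* had a log2FC of -0.62 (adjusted p = 0.0766, the same test), with 0.0229 FPKM in DRG HS and 0.306 FPKM in DRG T.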

Ion channel genes such as *Chrna4*, *Scn11a*, *Scn10a*, *P2rx2, Kcnip2*, *Kcnip4*, and *Fxyd2* showed relatively upregulated expression, whereas some transcripts such as *Kcnj8*, *Kcnq2*, *P2rx7*, and *Trpm8* were less abundant in DRG^HS^ neurons compared to the DRG^T^ (Figure 4A). 

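Of 253 tested genes with GPCR symbols, 4 were called higher in DRG HS and 10 lower. *Cysltr2* (ENSMUSG00000033470), on chromosome 14 from 73025603 to 73049114, had 20.9 ± 3.75 (SD, n = 3) FPKM in DRG HS and 8.07 ± 0.577 (SD, n = 2) FPKM in DRG T, a log2FC of 1.31 (SE 0.15, adjusted p = 0.00107, limma with Benjamini-Hochberg adjustment), and it passed the threshold in each alternative setting. In NG, *Cysltr2* was at 98.3 and 98.7 FPKM, and the difference between the ganglia in its log2FC had an adjusted p of 0.0549 (the same test). *Mrgpra3*, on chromosome 7 from 47588950 to 47601372, was at 51.3 ± 2.30 against 20.9 ± 3.78 FPKM, a log2FC of 1.29 (SE 0.28, adjusted p = 0.0371, the same test), and *Mrgprx1* at 29.8 ± 3.54 against 15.5 ± 0.120 FPKM, a log2FC of 0.92 (adjusted p = 0.0393, the same test). Leaving out DRG HS replicate 1, 2 or 3 took *Mrgpra3* to adjusted p = 0.0923, 0.0804 and 0.0892 and *Mrgprx1* to 0.0909, 0.0819 and 0.0768 (the same test). *Mrgprb4* rose to 48.7 ± 15.1 from 23.8 ± 3.05 FPKM, a log2FC of 0.97 (SE 0.28) that was not called (adjusted p = 0.0966, the same test) except with array weights (0.00742) or without DRG HS replicate 2 (0.0153), in a range of 0.00742 to 0.271. The fourth called receptor was *Npffr2*, at a log2FC of 1.06 (adjusted p = 0.0216, the same test), named here after its value was seen. For none of these genes was the difference between the ganglia significant (adjusted p of 0.543 for *Mrgpra3*, 0.555 for *Mrgprx1* and 0.425 for *Npffr2*, the same test).

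**Figure D2:**
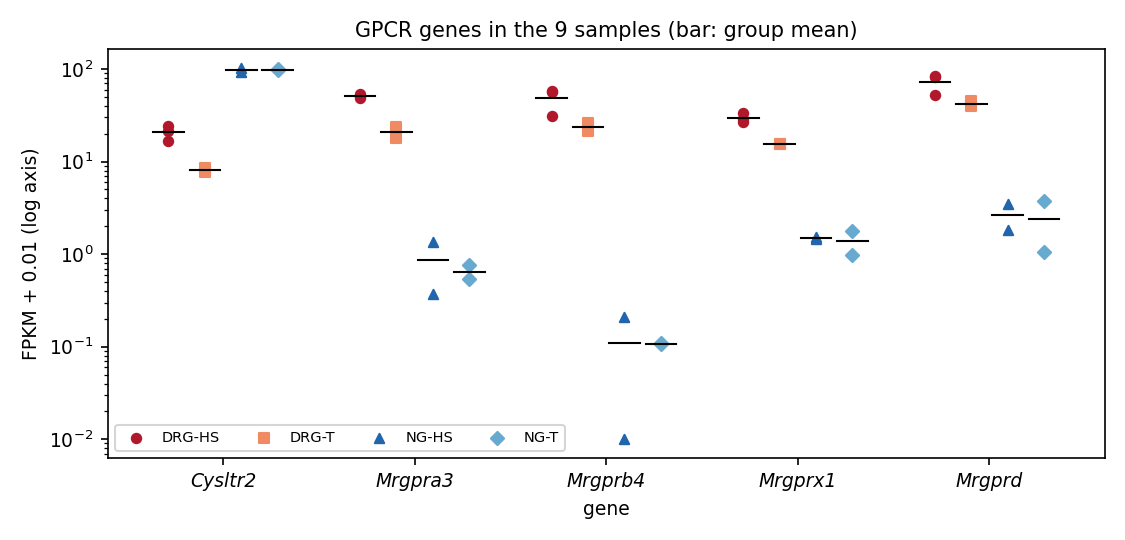
FPKM of *Cysltr2*, *Mrgpra3*, *Mrgprb4*, *Mrgprx1* and *Mrgprd* in each of the 9 samples, on a log axis after adding 0.01 FPKM. Each point is 1 sample and each bar the mean of its group. For all 5 genes the DRG HS samples lie above the DRG T samples.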

GPCR‐related genes including *Cysltr2*, *Mrgpra3*, *Mrgprb4*, and *Mrgprx1* were enriched in DRG^HS^ (Figure 4B). In contrast, NG^HS^ neurons displayed fewer upregulated ion channel or GPCR genes, limited to *P2xr2*, *Ga*l, *Ptgdr*, and *Hcrtr2* (Figure 4A,B). 

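In NG HS, 0 genes with ion channel or GPCR symbols were called higher, also in each alternative setting, against 11 that were higher with the same |log2FC| at an unadjusted p under 0.05, while 14 channel symbols were lower. *P2rx2* had a log2FC of 0.52 (SE 0.15, adjusted p = 0.115, limma with Benjamini-Hochberg adjustment). *Gal*, on chromosome 19 from 3409915 to 3414544, which encodes a neuropeptide, was at 100.0 ± 1.75 (SD, n = 2) FPKM in NG HS and 56.5 ± 11.0 (SD, n = 2) FPKM in NG T, a log2FC of 0.83 (SE 0.22, adjusted p = 0.0882, the same test). *Ptgdr* had a log2FC of 0.60 (adjusted p = 0.134, the same test) and *Hcrtr2* of 0.39 (adjusted p = 0.334, the same test), and without NG T replicate 2 these were 0.38 and 0.26. *Scn10a*, on chromosome 9 from 119608456 to 119719322, was at 83.2 ± 4.24 (SD, n = 2) FPKM in NG HS and 89.4 ± 17.4 (SD, n = 2) FPKM in NG T, with overlapping samples and a log2FC of -0.09 (adjusted p = 0.821, the same test), which lay between -0.29 without NG T replicate 1 and 0.11 without NG T replicate 2. The paper's reported adjusted p for this gene in NG is 0.867, while by qRT-PCR it reports *Scn10a* and *Ptgdr* as significantly higher in NG HS. Most genes not called here are given without the paper's adjusted p, and some of them are significant there. Of 45 genes with values listed in the paper, 22 are significant there in DRG and 9 in NG, against 11 and 4 called here. For *P2rx2*, *Gal*, *Ptgdr* and *Hcrtr2*, both NG HS samples lay above both NG T samples, an arrangement with an exact permutation p (two-sided) of 0.333.

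**Figure D3:**
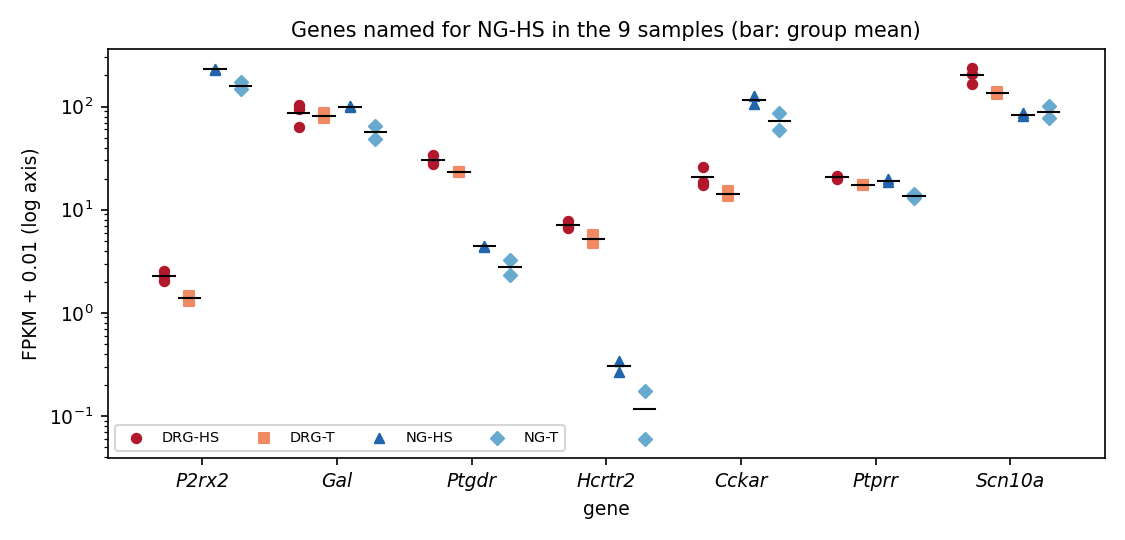
FPKM of *P2rx2*, *Gal*, *Ptgdr*, *Hcrtr2*, *Cckar*, *Ptprr* and *Scn10a* in each of the 9 samples, on a log axis after adding 0.01 FPKM. Each point is 1 sample and each bar the mean of its group. *Scn10a* is the gene whose NG HS and NG T samples overlap.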

A greater number of transcription factor genes were differentially expressed in DRG^HS^ neurons compared to NG^HS^ (Figure 4C), highlighting a distinct molecular identity for cardiac sensory neurons.

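Of 814 tested genes with transcription factor symbols, 42 were called in DRG HS (6 higher and 36 lower) and 26 in NG HS (1 higher, *Ikzf3*, and 25 lower). The DRG HS number was 23 without DRG HS replicate 1 and 18 without replicate 3, and 89 with array weights, and with the replicate number as a block it was 16 against 20 in NG HS. As a set, these genes had a median log2FC of -0.01 in DRG (adjusted p = 0.324, fry in limma with Benjamini-Hochberg adjustment) and -0.07 in NG (adjusted p = 0.0217, the same test). The NG median lay between -0.11 without NG T replicate 1 and -0.04 without NG T replicate 2. Quantile normalization turned the medians of both ganglia positive, to 0.10 in DRG (adjusted p = 0.0266, the same test, in a range of 0.0266 to 0.672) and 0.06 in NG (adjusted p = 0.969, in a range of 0.0132 to 0.969). Symbols of the zinc finger families were counted apart: of 433, 6 were higher and 1 lower in DRG HS (*Zfp36l2*), and 2 were lower in NG HS (*Zfp36l2* and *Zfp703*). These single genes are named after their values were seen. From the larger number of transcription factor genes that differ from total neurons in DRG HS than in NG HS, the paper reasons that cardiac sensory neurons have a molecular identity of their own.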

**FIGURE 4:**
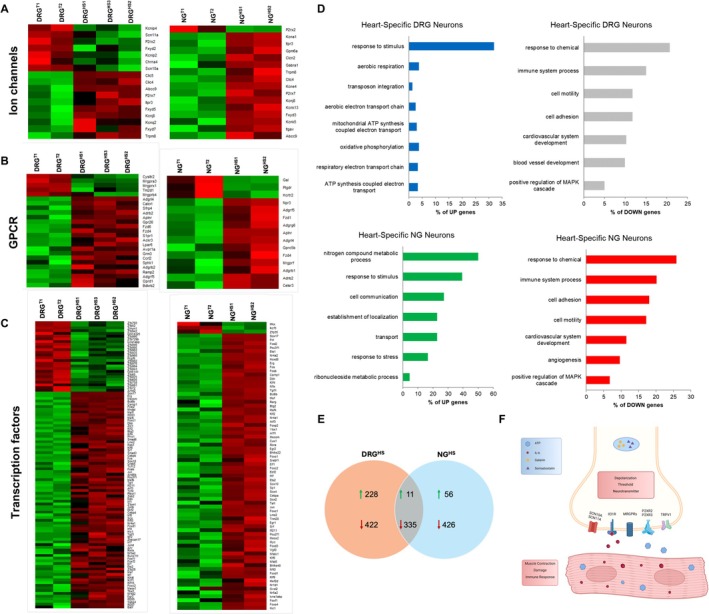
Functional classification of transcriptomic profiles from DRG^HS^ and NG^HS^ neurons. Heatmaps illustrating differentially expressed genes categorized by their functional roles as (A) ion channels, (B) GPCRs, and (C) transcription factors. Each panel compares DRG^HS^ and NG^HS^ with their respective total populations. Green and red color represent the relatively upregulated and down‐regulated genes, respectively. (D) Biological GO pathway analysis based on up‐regulated or down‐regulated genes in DRG^HS^ (upper panel) and NG^HS^ (lower panel). (E) The Venn diagram illustrated the number of mutually expressed and differently up/down regulated genes in DRG^HS^ and NG^HS^. (F) The hypothetical diagram summarizing the transcriptomic data.

To reveal enriched biological processes and pathways, differentially expressed genes in cardiac innervating DRG and NG neurons were analyzed separately using the GEO and Reactome databases. GO and Reactome pathway analyses revealed that upregulated DRG^HS^ genes were enriched in a variety of pathways, including responsiveness to stimulation (GO:0050896) and mitochondrial function, ATP synthesis, and oxidative phosphorylation (GO:0042773, Figure 4D upper panel; Table S14). 

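Set tests on lists of genes stood in for the annotated terms, which were not used here. Of 80 nuclear genes for subunits of the respiratory chain and ATP synthase, 69 had a positive log2FC in DRG HS, with a median of 0.21 (adjusted p = 0.335, fry in limma with Benjamini-Hochberg adjustment), and without DRG HS replicate 2 the median was 0.08. All 13 genes of the mitochondrial genome were higher in DRG HS, with a median log2FC of 1.00 (adjusted p = 0.0955, the same test) and 1 called, *COX3*, at 1.00 (adjusted p = 0.00957, limma for 1 gene). With camera, which assumes a small preset correlation between genes, the adjusted p was 1.08e-06 and 1.64e-07 for these lists (limma with Benjamini-Hochberg adjustment), so their significance depends on the set test. In NG HS, 77 of the nuclear genes were higher, at a median of 0.34 (adjusted p = 0.148, fry in limma with Benjamini-Hochberg adjustment, and 0.0337 with separate fits, in a range of 0.0337 to 0.276), and 0 of the mitochondrial genes, at a median of -0.36 (adjusted p = 0.541, the same test) that lay between -0.63 without NG T replicate 1 and -0.01 without NG HS replicate 2. The difference between the ganglia had an adjusted p of 0.279 for the mitochondrial genes (fry in limma with Benjamini-Hochberg adjustment).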

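Lists of marker genes were used for the cell types of the ganglion that are not neurons. All 10 endothelial markers were lower in DRG HS, each of them significantly, with a median log2FC of -2.69 (adjusted p = 2.45e-05, fry in limma with Benjamini-Hochberg adjustment). Fibroblast markers, which include genes of the extracellular matrix, had a median of -1.57 (adjusted p = 0.00150, the same test), with 10 of 10 lower. Macrophage markers had a median of -0.67 (adjusted p = 0.00362, the same test, and 0.0586 with the replicate number as a block), with 9 of 9 lower and 2 of them, *Tyrobp* and *Fcer1g*, significantly, and markers of mural cells of the vessels a median of -0.62 (adjusted p = 1.55e-04, the same test). Markers of myelinating Schwann cells had a median of -0.50 (adjusted p = 0.0146, the same test), which was 0.0587 without DRG HS replicate 3. Each of these medians was also negative with median-of-ratios scaling and quantile normalization.

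**Figure D4:**
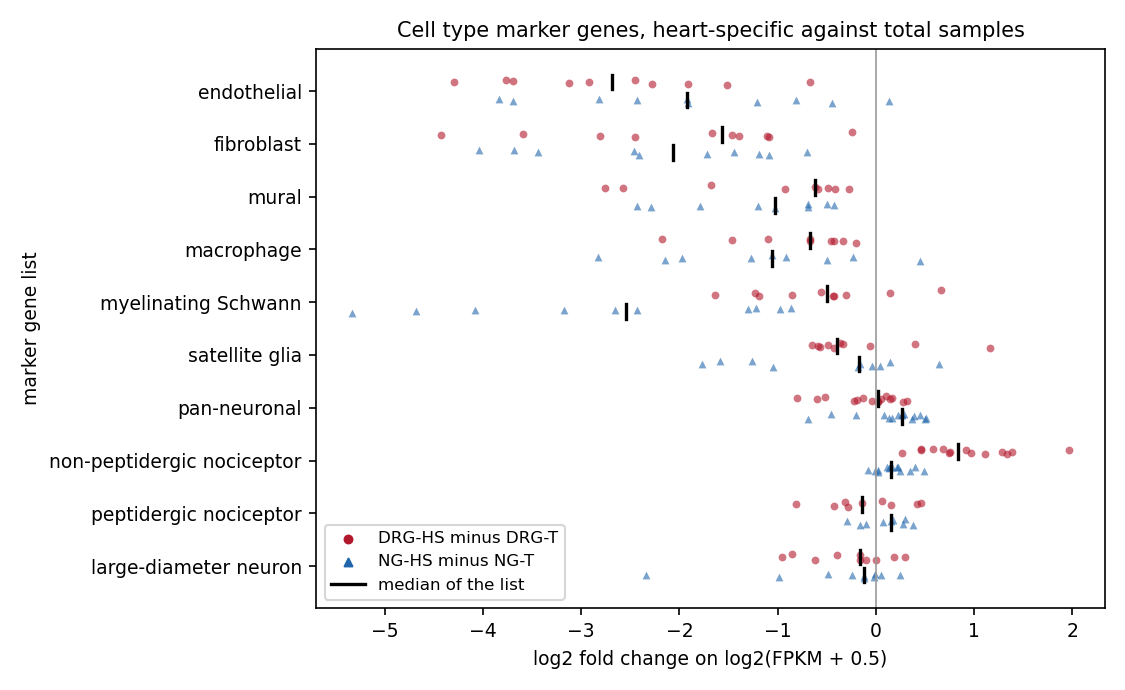
Log2FC of heart-specific over total neurons for each gene of the marker lists, in DRG and NG, on the log2(FPKM + 0.5) scale. Each point is 1 gene and the black bar is the median of the list. The endothelial genes of DRG HS lie between -4.29 and -0.67, and the medians of the endothelial, fibroblast, macrophage, mural and Schwann cell lists are below 0 in both ganglia under each scaling.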

Downregulated DRG^HS^ genes were associated with processes including “response to chemical” (GO:0050896), “immune system process” (GO:0002376), “cell mobility/adhesion” (GO:0007155) (Figure 4D upper panel, Table S14). There were no significantly enriched GO terms found for upregulated NG^HS^ genes, though several pathways were linked to “nitrogen compound metabolic process” (GO:0006807), “response to stimulus” (GO:0050896), and “establishment of localization” (GO:0051234) (Figure 4D lower panel). 

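The 12 genes called higher in NG HS were *Ahsa1*, *Ahsa2*, *Aox3*, *Bbs12*, *Ikzf3*, *Lin7a*, *Mrpl12*, *Mum1l1*, *Nhej1*, *Pycrl*, *Tango2* and *Thoc6*, most of them named here after their values were seen. *Ahsa1* and *Ahsa2* encode activators of the chaperone Hsp90, and the log2FC of *Ahsa1* was 0.56 (adjusted p = 0.0382, limma with Benjamini-Hochberg adjustment). Of 21 heat shock and chaperone genes, 4 of which the paper names from these samples, 17 were higher in NG HS, with a median log2FC of 0.32 (adjusted p = 0.0485, fry in limma with Benjamini-Hochberg adjustment), and quantile normalization took this to 0.15 (adjusted p = 0.313, in a range of 0.0414 to 0.313). In DRG HS the same list had a median of 0.25 (adjusted p = 0.139, the same test), with 16 of 21 higher, and 0.16 without DRG HS replicate 1. The median lay between 0.13 without DRG T replicate 1 and 0.33 without DRG HS replicate 2, and was 0.07 with quantile normalization.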

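The marker lists that were lower in DRG HS were lower in NG HS as well. The median log2FC in NG HS was -1.92 for endothelial markers (adjusted p = 8.80e-05, fry in limma with Benjamini-Hochberg adjustment), -2.06 for fibroblast markers (0.00150, the same test), -1.06 for macrophage markers (0.00150) and -1.02 for mural markers (1.55e-04). Markers of myelinating Schwann cells fell furthest of these lists, with a median of -2.54 (adjusted p = 7.58e-05, the same test) and 9 of 10 called. This order depends on the setting. With a pseudocount of 0.1, endothelial markers fell furthest, at -2.87 against -2.64 for Schwann cell markers. Without NG T replicate 2, fibroblast markers did, at -2.39 against -2.27 for Schwann cell markers. The difference between the ganglia was significant for the Schwann cell list (median 2.42, adjusted p = 0.00125, the same test) and for the endothelial list (median -0.45, adjusted p = 0.0155), and not for the fibroblast (0.774), macrophage (0.425) or mural (0.681) lists. Gene by gene, 52 genes differed between the ganglia at adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and 32 without DRG HS replicate 3.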

Interestingly, downregulated transcripts in the NG^HS^ group showed an overlap with biological pathways to DRG^HS^ (Figure 4D; Table S15). 

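Between the lists of called genes, 209 were lower in both DRG HS and NG HS, against 13.9 expected if the lists were independent (odds ratio 48.1, Fisher's exact test across genes, which are not independent replicates, p = 7.77e-208). The number called higher in both was 0, with 0.0655 expected and 35 at an unadjusted p under 0.05, and it was 4 without DRG HS replicate 2 and 1 without replicate 3. Of the genes called higher in DRG HS, 64 had a positive log2FC in NG HS, and of those called higher in NG HS, 11 had a positive log2FC in DRG HS. *Far2*, *Plcl2*, *Rab39*, *P4ha2*, *Mettl16*, *Cystm1*, *Cacybp*, *Mrpl12*, *Stip1* and *Ahsa2* were higher in every heart-specific sample than in every total sample of the same ganglion. In DRG HS, *Far2*, on chromosome 6 from 148047259 to 148182758, had a log2FC of 0.77 (SE 0.14, adjusted p = 0.0161, limma with Benjamini-Hochberg adjustment), *Plcl2* of 0.59 (0.0366), *Rab39* of 0.58 (0.0388) and *P4ha2* of 0.60 (0.0472). When DRG HS replicate 1 was left out, none of these 4 passed the threshold, at adjusted p = 0.0575, 0.0634, 0.0705 and 0.102 (the same test), and without replicate 3 *Far2* alone did, with 0.116, 0.0661 and 0.0888 for the others, while *P4ha2* was at 0.0681 without replicate 2. The log2FC of the other 6 in DRG HS lay between 0.42 for *Stip1* and 0.55 for *Mrpl12*, with adjusted p from 0.0542 to 0.0688 (the same test). With DRG HS replicate 2 left out, *Mettl16*, *Cystm1*, *Cacybp*, *Stip1* and *Ahsa2* had adjusted p = 0.0497, 0.0422, 0.0447, 0.0462 and 0.0144 (the same test), and *Cacybp* had 0.0417 without replicate 3, in ranges that end at 0.159, 0.190, 0.144, 0.158 and 0.191 over the alternatives. In NG HS, *Mrpl12* and *Ahsa2* were called, at log2FC of 0.66 and 0.62 (adjusted p = 0.0480 and 0.0356, the same test, in ranges of 0.0373 to 0.126 and 0.0172 to 0.122 over the alternatives), and the others had log2FC from 0.43 to 0.66 with adjusted p from 0.0537 to 0.116. Apart from *Gfap* and *Glul*, which were added later, the genes that the paper names as changed were compared with the direction it gives. For DRG HS, 33 of 33 changed in that direction. Of these, 16 had adjusted p under 0.05 over all genes tested and 32 when adjusted over the list alone. For NG HS it was 21 of 22, with 3 over all genes and 19 adjusted over the list alone (limma with Benjamini-Hochberg adjustment). The list was chosen in the study from these samples, so the second numbers are not independent evidence.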

To evaluate the similarity in gene expression profiles in DRG^HS^ and NG^HS^, the Venn diagram was constructed, identifying 11 genes commonly up‐regulated (*Far2*, *Plcl2*, *Rab39*, *P4ha2*, *P2xr2*, *Mettl16*, *Cystm1*, *Cacybp*, *Mrpl12*, *Stip1*, and *Ahsa2*) and 335 down‐regulated transcripts in both cardiac DRG and NG sensory neurons (Figure 4E).

To classify heart‐specific sensory neurons, we selected transcripts from our top expression and aligned them with previously reported nomenclature (Zeisel et al. 2018; Kupari et al. 2019) (Figures S8 and S9). DRG^HS^ neurons primarily mapped to non‐peptidergic clusters, particularly PSNP6 (Figure S8), characterized by *P2rx2*, *Sst*, *Nppb*, and *Il3ra* expression (Usoskin et al. 2015). In addition, almost all transcripts except for *Trpv1* and *Scn10a* were assigned to a distinct group, matching with nociceptor‐like molecular signature (Figure S8). 

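A list of 14 markers of non-peptidergic nociceptors, 7 of which the paper names from these samples, was higher in DRG HS for 14 of 14 genes, with a median log2FC of 0.84 (adjusted p = 0.0146, fry in limma with Benjamini-Hochberg adjustment). Without DRG HS replicate 3 the median was 0.90 and the adjusted p 0.0620 (the same test), in a range of 0.00563 to 0.0983 over the alternatives. In NG HS the median was 0.15 (adjusted p = 0.548, the same test), between -0.02 without NG T replicate 2 and 0.43 without NG T replicate 1, and the difference between the ganglia was not significant (median 0.64, adjusted p = 0.279, the same test). *Nppb* (ENSMUSG00000029019), on chromosome 4 from 147985788 to 147987205, was at 51.0 ± 10.8 (SD, n = 3) FPKM in DRG HS and 13.5 ± 7.46 (SD, n = 2) FPKM in DRG T, a log2FC of 1.97 (SE 0.33, adjusted p = 0.00893, limma with Benjamini-Hochberg adjustment), and it was called in each alternative setting, with an adjusted p of 0.301 for the difference between the ganglia. *Sst*, on chromosome 16 from 23889573 to 23890958, was at 17.0 ± 1.42 against 6.70 ± 3.79 FPKM, a log2FC of 1.38 (SE 0.37, adjusted p = 0.0783, the same test) that was 0.82 without DRG T replicate 1, and array weights took its adjusted p to 0.0453 in a range of 0.0453 to 0.159.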

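Lists for other kinds of sensory neuron were tested in the same way. Markers of peptidergic nociceptors had a median log2FC of -0.14 in DRG HS (adjusted p = 0.759, fry in limma with Benjamini-Hochberg adjustment) and 0.15 in NG HS (adjusted p = 0.759, the same test), with values between -0.26 without DRG T replicate 2 and -0.03 without DRG T replicate 1 in DRG and between -0.40 without NG T replicate 2 and 0.48 without NG T replicate 1 in NG. Markers of large-diameter neurons had a median of -0.16 in DRG HS (adjusted p = 0.335, the same test), -0.31 without DRG HS replicate 1 (adjusted p = 0.0406, in a range of 0.0406 to 0.546), and of -0.12 in NG HS (adjusted p = 0.206), between -0.23 without NG T replicate 2 and -0.09 without NG HS replicate 2. Genes expressed in all sensory neurons had a median of 0.03 in DRG HS (adjusted p = 0.759, the same test), between -0.07 without DRG HS replicate 3 and 0.05 without DRG HS replicate 2, and -0.16 with quantile normalization. In NG HS their median was 0.26 (adjusted p = 0.227, the same test), and 0.15 without NG T replicate 2 and 0.04 (adjusted p = 0.954) with quantile normalization.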

NG^HS^‐enriched transcripts such as *Lypd6* and *Hctr2* corresponded to the NG3 cluster defined by Kupari et al. (2019) (Figure S9). On the other hand, NG^HS^ neurons share similarities with all subgroups (Kupari et al. 2019) except *Lypd6* and *Hctr2* genes which are elusive to the NG3 cluster (Figure S9). Therefore, the *Hctr2* and *Lypd6* genes can be utilized to access and functionally characterize this cluster.

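*Lypd6* (ENSMUSG00000050447), on chromosome 2 from 50066429 to 50193569, was at 2.85 ± 0.220 (SD, n = 2) FPKM in NG HS and 0.974 ± 0.0407 (SD, n = 2) FPKM in NG T, a log2FC of 1.18 (SE 0.29, adjusted p = 0.0664, limma with Benjamini-Hochberg adjustment). Both NG HS samples lay above both NG T samples, and the adjusted p was 0.0458 with quantile normalization, in a range of 0.0458 to 0.101 over the alternatives. In DRG its log2FC was 0.23, and the difference between the ganglia had an adjusted p of 0.565 (the same test).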

## 4 Discussion

We provided data to distinguish heart‐innervating sensory neurons of spinal or vagal origin. Here, retrogradely labeled and FACS‐purified DRG or NG neurons innervating the heart formed functional interactions with neonatal cardiomyocytes in coculture. Electron microscopy analysis demonstrated that DRG^HS^ or NG^HS^ neurons were physically interacting with cardiomyocytes by branching and forming extensions, forming multiple point contacts with the underlying cardiomyocyte sarcolemma. NG^HS^ processes demonstrated robust anchoring onto the cardiac membrane. These ultrastructural observations confirmed the presence of sub‐micron membrane appositions. These observations are consistent with previous reports demonstrating skeletal muscle cells interacting with sympathetic, parasympathetic, or sensory neurons in cocultures (Takeuchi et al. 2011; Hick et al. 2013; Oh et al. 2016). Interestingly, the spontaneous activity or optogenetic stimulation of the DRG^HS^ increased significantly when cocultured with cardiomyocytes, compared to monocultures. Neuronal activity in cocultures sustained over time, although Ca^2+^ dynamics in cardiomyocytes showed some alterations, potentially due to fibroblast overgrowth consistent with the literature (Nguyen et al. 2012; Wells et al. 2019; Alegret et al. 2023). Furthermore, following optogenetic activation of ChR2‐expressing cardiomyocytes, neuronal Ca^2+^ activity in coculture was correlatively enhanced, which returned to baseline whenever the blue light was switched off, confirming functional coupling. These observations are consistent with the previously reported cardiomyocyte‐sympathetic neuron and neuron‐endocrine cells interaction studies (Kaelberer et al. 2018). Notably, stimulation of β‐adrenergic signaling induced heterogeneous neuronal responses in amplitude, duration, and number of firings. This observation may stem from the fact that isoproterenol altered neuronal excitability threshold (Pluteanu et al. 2002) and increased activity in cardiomyocytes desensitizing DRG neurons (Koplas et al. 1997; Matsushita et al. 2018). There are extremely limited studies regarding sensory neuron‐cardiomyocyte interactions, implying mechanotransduction, paracrine, and/or metabolic signaling mechanisms, based on the literature. In one study, the vagal sensory neurons were shown to respond to heart volume changes through mechanosensation (Liu et al. 2026). In other studies, Angiotensin II, Atrial Natriuretic Peptide (Sadoshima et al. 1993; Church et al. 2000; Moreira et al. 2009; Li, Wu, et al. 2016), and metabolites such as protons and lactate (Kaijser and Berglund 1992; Light et al. 2008; Lyu et al. 2022) secreted from the cardiac tissue were implicated in regulating neural response, since sensory neurons express specific receptors.

Transcriptomic profiling revealed a clear separation between heart‐innervating and total sensory neuron populations with respect to ion channels and GPCRs, highlighting anatomical specialization. 

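Taken as sets, genes with ion channel symbols had a median log2FC of -0.10 in DRG HS (adjusted p = 0.273, fry in limma with Benjamini-Hochberg adjustment) and 0.00 in NG HS (adjusted p = 0.451, the same test). For GPCR symbols the medians were -0.08 (adjusted p = 0.206, the same test) and 0.03 (adjusted p = 0.759). Quantile normalization moved the channel medians to 7.23e-05 and 0.10 and the GPCR medians to 0.05 and 0.18. When DRG HS replicate 2 was left out, the medians in DRG were -0.04 for channels and -0.01 for GPCRs, and in NG they lay between -0.02 without NG T replicate 2 and 0.03 without NG T replicate 1 for channels and between -0.01 without NG T replicate 2 and 0.06 without NG T replicate 1 for GPCRs. The single genes that passed the threshold upward in DRG HS, 5 in all, were 2 without DRG HS replicate 3 and 19 with array weights.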

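By the thresholds used here, 300 genes were called lower in DRG HS and not called lower in NG HS, and 212 were called lower in NG HS and not called lower in DRG HS. The share of called genes that were lower was 85.8% in DRG HS and 97.2% in NG HS. Most genes in either group moved the same way in the other ganglion, with a negative log2FC in NG HS for 479 of the genes lower in DRG HS. A difference between the ganglia in the log2FC itself was significant for 25 genes with the higher log2FC in DRG HS and 27 with the higher one in NG HS (adjusted p under 0.05, limma with Benjamini-Hochberg adjustment).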

Notably, NG^HS^ neurons showed a higher number of downregulated transcripts than DRG^HS^ neurons, suggesting that transcriptional suppression may contribute to the specialization of the cardiac vagal route. 

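*Adk* (ENSMUSG00000039197), for adenosine kinase, lies on chromosome 14 from 21052574 to 21448569 and was at 473 ± 15.0 (SD, n = 3) FPKM in DRG HS and 269 ± 12.0 (SD, n = 2) FPKM in DRG T, a log2FC of 0.81 (SE 0.12, adjusted p = 0.00510, limma with Benjamini-Hochberg adjustment). It was called in each alternative setting, and its log2FC in NG HS was 0.23 (adjusted p = 0.388, the same test), with an adjusted p of 0.420 for the difference between the ganglia. *Ahcy*, for adenosylhomocysteinase, lies on chromosome 2 from 155059310 to 155074497 and was at 13.5 ± 3.77 (SD, n = 2) FPKM in NG HS and 4.10 ± 2.14 (SD, n = 2) FPKM in NG T, a log2FC of 1.66 (SE 0.41, adjusted p = 0.0711, the same test), with both NG HS samples above both NG T samples.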

Among the significant transcripts were *P2xr2*, *Ahcy*, and *Adk*, consistent with the established release of ATP and adenosine from cardiac tissue under steady state or in response to ischemic damage (Fu and Longhurst 2010; Burnstock 2017b). TRPV1, a non‐selective cation channel, is sensitive to a variety of stimuli, including heat, pH, and capsaicin (Caterina et al. 1997; Dhaka et al. 2009). In sensory neurons, the TRPV1 channel is responsible for pain sensation, hence its expression is predominantly restricted to nociceptive neurons (Zeisel et al. 2018; Kupari et al. 2019). Although TRPV1 expression is not exclusive to heart‐specific sensory neurons, its known role in cardiac sympathetic tone (Zahner et al. 2003; H.‐J. Wang et al. 2014, 2017) and its expression in DRG^HS^ and NG^HS^ neurons (Akgul Caglar, Durdu, et al. 2021) support its functional relevance. Consistent with a recent study showing that co‐activation of TRPV1 and P2XR2 vagal sensory neurons innervating the lower airways induces bradycardia and bradypnea (Patil et al. 2025), co‐expression of TRPV1 and P2XR2 channels in DRG^HS^ and NG^HS^ neurons could suggest a role in cardiac nociception (Burnstock 2017a; Gao et al. 2007; Wang et al. 2009) (Figure 4F). 

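At the RNA level, *Trpv1*, on chromosome 11 from 73234292 to 73261242, had 15.1 ± 3.03 (SD, n = 3) FPKM in DRG HS and 14.2 ± 0.672 (SD, n = 2) FPKM in DRG T, a log2FC of 0.06 (SE 0.20, adjusted p = 0.915, limma with Benjamini-Hochberg adjustment). In NG it had 30.3 ± 3.67 (SD, n = 2) and 32.9 ± 8.45 (SD, n = 2) FPKM, a log2FC of -0.10 (adjusted p = 0.836, the same test). Leaving out 1 sample at a time changed the sign of both, with log2FC in DRG between -0.07 without DRG HS replicate 1 and 0.22 without DRG HS replicate 2, and in NG between -0.36 without NG T replicate 1 and 0.16 without NG T replicate 2. *P2rx2*, on chromosome 5 from 110339812 to 110343212, was more abundant in NG than in DRG samples, at 229 ± 2.51 (SD, n = 2) FPKM in NG HS and 159.5 ± 17.8 (SD, n = 2) FPKM in NG T against 2.27 ± 0.253 (SD, n = 3) and 1.37 ± 0.121 (SD, n = 2) FPKM in DRG HS and DRG T.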

In support of this, the average DRG^HS^ soma diameter was found to be around 20 μM, consistent with small‐diameter sensory neurons (Price 1985; Li, Li, et al. 2016) often classified as nociceptive. A recent study further demonstrated that TRPV1‐innervating VSN neurons increased following myocardial infarction (MI), and that ablation of TRPV1 ameliorates MI‐associated pathologies, including improved cardiac conduction, reduced infarct expansion, and enhanced angiogenesis (Yadav et al. 2026). Moreover, VSN neurons form a functional loop with the paraventricular nucleus and the superior cervical ganglion, thereby contributing to cardiac regulation (Yadav et al. 2026).

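As a family, the *Mrgpr* genes had a median log2FC of 0.58 in DRG HS over DRG T (adjusted p = 0.0318, fry in limma with Benjamini-Hochberg adjustment), with 12 of 14 higher and 2 of them called. The paper names 4 of them from these samples. Without DRG HS replicate 1 the median was 0.60 (adjusted p = 0.0703, the same test) and without replicate 3 0.54 (adjusted p = 0.0742), in a range of 0.0134 to 0.141 over the alternatives. In NG HS the median was 0.13 (adjusted p = 0.708, the same test), between -0.02 without NG T replicate 2 and 0.26 without NG HS replicate 2, and the difference between the ganglia had an adjusted p of 0.283 (the same test).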

DRG^HS^ neurons displayed enriched mRNA transcripts for Mas‐related GPCRs (*Mrgpr*), including *Mrgprd*, *Mrgrpa3*, and *Mrgrpx1*, compared to DRG^T^. Further confirmation in the Mrgprd transgenic model, our data confirmed expression specifically in DRG tissue. MRGPR‐related receptors have defined roles in nociception, itch sensation (Dong et al. 2001; Liu et al. 2009, 2012; Han et al. 2013; Warwick et al. 2021), and neuron‐immune interactions (Shi et al. 2015; Niccoli et al. 2018). Based on the reported literature and our findings, we speculate that MRGPR+ spinal sensory neurons may participate not only in pain transmission but also in immune regulation in the cardiac system (Figure 4F). 

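*Tnfaip8* (ENSMUSG00000062210), on chromosome 18 from 49979427 to 50107173, was at 19.0 ± 5.95 (SD, n = 3) FPKM in DRG HS and 5.41 ± 1.27 (SD, n = 2) FPKM in DRG T, a log2FC of 1.69 (SE 0.26, adjusted p = 0.00557, limma with Benjamini-Hochberg adjustment), and it was called in each alternative setting. *Il31ra*, on chromosome 13 from 112519898 to 112594360, was at 20.8 ± 4.44 against 8.06 ± 2.82 FPKM, a log2FC of 1.34 (SE 0.29, adjusted p = 0.0346, the same test). Its adjusted p was 0.0964, 0.0696 and 0.0514 without DRG HS replicate 1, 2 and 3 (the same test). *Ptges3*, for prostaglandin E synthase 3, which is also a cochaperone of Hsp90, had a log2FC of 0.50 (SE 0.10), which lies just under the threshold before rounding, with adjusted p = 0.0234 (limma with Benjamini-Hochberg adjustment) and 0.0728 without DRG HS replicate 1. In NG HS none of the 3 was called, and the difference between the ganglia had adjusted p of 0.0903, 0.463 and 0.676 (the same test).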

In support of this, immune regulatory transcripts, such as *Il31ra*, *Tnfa8*, *Ptges3*, *Nppb*, and *Somatostatin*, were also enriched in DRG^HS^ neurons, emphasizing the immuno‐neuro regulation in heart function. In response, immune mediators were reported to sensitize sensory neurons through TRPV1 and SCN10A, thereby reducing threshold during inflammation or injury (Chavan et al. 2017; Pinho‐Ribeiro et al. 2017) (Figure 4F). Similarly, heart‐specific neurons may modulate neutrophil and T‐cell responses in the heart (Baral et al. 2018; Almanzar et al. 2025). In another study, the stellate (cervical sympathetic) ganglion is not only responsible for transmitting motor output to the heart but also plays a role in regulating the immune response following MI. Accordingly, inhibition of IL‐1β in the stellate ganglion ameliorated MI‐associated pathology and improved cardiac function, underscoring the importance of immune–neural regulation (Yadav et al. 2026).

Several receptors, such as orexin receptor 2 (*Hcrtr2*) in DRG (Jiao et al. 2024) and neuropeptide Y receptor Y2 in NG (Lovelace et al. 2023), were previously implicated in cardiac reflex regulation, which may potentially contribute to heart‐brain communication. 

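*Hcrtr2* (ENSMUSG00000032360), on chromosome 9 from 76225880 to 76323856, was at 0.294 ± 0.0540 (SD, n = 2) FPKM in NG HS and 0.106 ± 0.0800 (SD, n = 2) FPKM in NG T. In DRG it was at 7.13 ± 0.576 (SD, n = 3) FPKM in DRG HS and 5.19 ± 0.629 (SD, n = 2) FPKM in DRG T, a log2FC of 0.42 (adjusted p = 0.269, limma with Benjamini-Hochberg adjustment).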

Interestingly, our data revealed that orexin receptor 2 (*Hcrtr2*) is highly expressed in the NG^HS^ (Figure 4B), in parallel to its expression shown by immunohistochemistry in DRG tissue previously (Jiao et al. 2024). Our transcriptomic analysis further revealed NG^HS^ neurons exhibit elevated expression of Prostaglandin D2 Receptor (*Ptgdr*), cholecystokinin A receptor (*Cckar*), and protein tyrosine phosphatase receptor type R (*Ptprr*), consistent with recent single‐cell RNA analysis (Zhao et al. 2022), thereby supporting the consistency with our bulk RNA‐seq approach. 

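*Cckar*, on chromosome 5 from 53697776 to 53707705, was at 116 ± 15.9 (SD, n = 2) FPKM in NG HS and 72.9 ± 19.4 (SD, n = 2) FPKM in NG T, a log2FC of 0.68 (SE 0.23, adjusted p = 0.171, limma with Benjamini-Hochberg adjustment) that was 0.41 without NG T replicate 2. *Ptprr*, on chromosome 10 from 116018213 to 116274932, was at 19.1 ± 0.776 against 13.5 ± 0.840 FPKM, a log2FC of 0.49 (SE 0.13, adjusted p = 0.0882, the same test), and *Ptgdr* at 4.41 ± 0.0511 against 2.78 ± 0.688 FPKM. For *Cckar* and *Ptprr*, both NG HS samples lay above both NG T samples, and neither was called in any alternative setting (adjusted p from 0.0960 to 0.290 and from 0.0679 to 0.181, the same test).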

Prostaglandins released at myocardial ischemia‐induced cardiac tissue damage are known to activate vagal afferents and suppress sympathetic outflow (Zucker et al. 1989; Ustinova and Schultz 1994). Thus, the upregulated expression of *Ptgdr* in NG^HS^ neurons may implicate a role in autonomic balance in cardiac tissue. Another NG^HS^ prominently expressed receptor *Cckar* was shown to respond to cholecystokinin, a neuropeptide involved in satiety, nociception, and heart rate regulation (Kaczyńska and Szereda‐Przestaszewska 2015; Koizumi et al. 2020; Arnold et al. 2024). Notably, cholecystokinin signaling via TRPV1 channels in NG neurons was reported (Arnold et al. 2024), indicating a potential mechanism by which metabolic or inflammatory signals could modulate cardiac sensory input. Supporting this notion, Arnold et al. demonstrated that activation of CCKAR in the NG was shown to slow respiratory rhythm and to reduce tidal volume (Arnold et al. 2024), further underscoring its role in autonomic regulation.

Studies in cerebellar purkinje cells showed PTPRR regulates mitogen‐activated protein kinase activity and neuronal signaling pathways. Although there is no direct evidence currently linking *Ptprr* to NG function, the receptor upregulation in NG^HS^ neurons may imply a neuro‐cardiac interaction. High levels of growth factor 3 (*Fgf3*) have been implicated in cardiac development (Urness et al. 2011) and in hypersensitization of DRG through the Akt/mTOR pathway following neuronal injury (Guo et al. 2024). These findings suggest that significant upregulation of *Fgf3* in NG^HS^ may exert neuromodulator or sensitizing effects in cardiac innervating vagal neurons.

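*Fgf3* (ENSMUSG00000031074), on chromosome 7 from 144838083 to 144844436, was at 0.502 ± 0.244 (SD, n = 2) FPKM in NG HS and 0.0328 ± 0.0237 (SD, n = 2) FPKM in NG T, a log2FC of 0.89 (SE 0.21, adjusted p = 0.0537, limma with Benjamini-Hochberg adjustment). The gene lies at the low end of the data, so its log2FC depends on the pseudocount: with 0.1 FPKM added it was 2.13 (adjusted p = 0.0148, the same test) and with 1 FPKM added 0.53. It also passed the threshold without the filter on low values (0.0441), with quantile normalization (0.0400) and without the mean-variance trend (0.0420), in a range of adjusted p from 0.0148 to 0.145 (the same test).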

Nodose‐jugular complexes expressing the mechanoreceptor *Piezo2*, forming specialized claw‐like endings around the aortic arch were shown to be involved in baroreflex control (Zeng et al. 2018). Moreover, the ventricular wall was shown to have only a small subset of PIEZO2‐expressing cardiac mechanoreceptors, compared to the vessel components (Liu et al. 2026). In line with these findings, our data revealed a downregulation of *Piezo2* in purified NG^HS^ neurons, implying involvement of receptor activity even though its expression is relatively low across the neuronal subpopulations.

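*Piezo2*, on chromosome 18 from 63010213 to 63387183, was at 2.38 ± 0.0907 (SD, n = 2) FPKM in NG HS and 2.93 ± 0.180 (SD, n = 2) FPKM in NG T, and it fell by 0.25 on the log2 scale (SE 0.20, adjusted p = 0.527, limma with Benjamini-Hochberg adjustment). Both NG HS samples lay below both NG T samples, and no alternative setting called it. The paper's reported adjusted p for *Piezo2* in NG is 0.488, and in DRG HS its log2FC was 0.32.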

Throughout the study, female BALB/c mice were used to characterize the HS‐sensory neurons. While the molecular identity of sensory clusters has been generally consistent across sexes in the broader literature (Kupari et al. 2019), future studies utilizing male cohorts would be essential to investigate potential sex‐specific differences in sensory neuron populations innervating the heart.

## 5 Conclusion

Our findings demonstrated that sensory neurons specifically innervating the heart formed functional connections with neonatal cardiomyocytes in vitro, as shown by immunolabeling, electron microscopy, and optogenetic manipulation. Notably, DRG^HS^ cocultured with cardiomyocytes showed increased spontaneous Ca^2+^ activity and functional coupling validated by optogenetic stimulation. Moreover, cardiac sensory neurons in DRG and NG exhibited unique gene expression profiles in ion channels, GCPR, and transcription factors. Interestingly, aligning our data with published single‐cell NG and DRG RNA‐seq analysis indicated that cardiac‐specific sensory neurons have peptidergic or non‐peptidergic nociceptor‐like nature in a large subset. Collectively, our data provided a molecular framework for future investigations into heart function through sensory neurons, an area that is largely underestimated.

## 6 Limitations

The cardiac sensory neurons were identified through retrograde labeling following tracer injection into the apex of the heart. Although this approach enabled selective enrichment of heart‐projecting neurons, the restricted injection site may have limited comprehensive profiling of sensory afferents innervating other cardiac regions. Consequently, neuronal populations projecting to atrial or other ventricular areas may be underrepresented.

Despite the robust molecular signatures identified, we acknowledge the statistical constraints inherent in the sample size of the study. Due to the surgical complexity and low survival rate associated with retrograde labeling, samples were pooled into biological replicates to maximize RNA input and minimize individual variability. While this strategy improves the reliability of transcript abundance estimates, it reduces the degrees of freedom for statistical testing, which may contribute to occasional discrepancies between qRT‐PCR results and RNA‐seq trends. In future investigations, employing single‐cell RNA‐seq on heart‐specific spinal and vagal sensory neurons could be utilized to circumvent the need for pooling.

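RNA of heart muscle was looked for through cardiomyocyte markers, of which 7 of 10 reached the filter on low values, 3 of them at 1 FPKM or more in DRG T and 4 in NG T. Their median log2FC was 0.12 in DRG HS (adjusted p = 0.324, fry in limma with Benjamini-Hochberg adjustment), between -0.05 without DRG T replicate 2 and 0.15 without DRG HS replicate 2, and 0.02 in NG HS (adjusted p = 0.759, the same test), between -0.16 without NG T replicate 2 and 0.22 without NG HS replicate 2. With quantile normalization the DRG HS median was 0.28 (adjusted p = 0.0266, the same test, in a range of 0.0266 to 0.810). *Myh6*, which encodes a cardiac myosin, was at 0.182 FPKM in DRG HS and 0.831 FPKM in NG HS, against 0.122 in DRG T and 0.768 in NG T.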

Although retrograde labeling and sorting initially yielded a highly enriched neuronal population with negligible non‐neuronal mRNA contamination, non‐neuronal nuclei were observed at later culture time points. The possible reason for this observation is co‐isolation of satellite glial cells, which tightly envelop DRG and NG neuronal somata and may have been sorted together with the labeled neurons. Under in vitro conditions, satellite cells may subsequently detach, migrate, and proliferate, contributing glia contamination. However, transcriptomic analyses showed that lower expression of glial fibrillary acidic protein (*Gfap*) and glutamine synthetase (*Glul*) gene data in heart‐specific DRG and NG neurons compared to the total ganglion samples, suggesting that glial contamination from in freshly isolated heart‐specific neurons was minimal. 

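*Gfap*, on chromosome 11 from 102887336 to 102900912, was at 1.02 ± 0.485 (SD, n = 3) FPKM in DRG HS and 1.10 ± 0.591 (SD, n = 2) FPKM in DRG T, with overlapping samples and a log2FC of -0.06 (SE 0.36, adjusted p = 0.951, limma with Benjamini-Hochberg adjustment), which lay between -0.45 without DRG T replicate 1 and 0.32 without DRG T replicate 2. In NG it was at 1.46 ± 0.717 against 5.35 ± 2.01 FPKM, a log2FC of -1.58 (adjusted p = 0.0743, the same test). *Glul*, on chromosome 1 from 153899944 to 153909723, was at 203 ± 22.1 against 317 ± 13.6 FPKM in DRG, a log2FC of -0.65 (adjusted p = 0.0313, the same test; 0.0913 without DRG HS replicate 1 and 0.0886 without replicate 3). In NG, *Glul* was at 232 ± 9.91 against 265 ± 45.7 FPKM, with overlapping samples and a log2FC of -0.18 (adjusted p = 0.543, the same test) that lay between -0.36 without NG T replicate 2 and 0.00 without NG T replicate 1. A list of 10 markers of satellite glial cells, which holds both genes, had a median log2FC of -0.39 in DRG HS (adjusted p = 0.335, fry in limma with Benjamini-Hochberg adjustment), between -0.68 without DRG HS replicate 2 and -0.19 without DRG T replicate 2, and of -0.17 in NG HS (adjusted p = 0.206, the same test), between -0.34 without NG T replicate 1 and -0.08 without NG HS replicate 2. A mean of at least 1 FPKM was reached by 9 of these markers in DRG HS and 9 in NG HS.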

In future studies, spinal and vagal specific markers such as Vglut2 (spinal) and Phox2b (nodose) transgenic animal approaches would provide more precise evaluation for cardiac sensory neuron populations.

Due to the limited number of Di‐8‐ANEPPQ labeled NG^HS^ neurons obtained after sorting, functional Ca^2+^ imaging in the presence and absence of optogenetic/chemical stimulation were primarily relied on DRG^HS^ neurons to investigate Ca^2+^ coupling between cardiomyocyte and heart‐specific sensory neurons. This constraint limited our ability to directly assess and compare the functional connection of heart‐specific NG neurons with cardiomyocytes.

Finally, although this study identified distinct membrane channel proteins enriched in cardiac sensory neurons, we did not perform real‐time functional imaging experiments to directly stimulate or interrogate the activity of these channels in mono and coculture systems. Therefore, the physiological relevance and functional contribution of these candidate genes remain to be established in future studies.

## Author Contributions

T. Akgul Caglar: conceptualization, data curation, methodology, visualization, and writing – original draft. Y.E. Kazci: data curation, methodology, visualization, and writing – original draft. Z.B. Durdu: data curation, methodology, and visualization. E. Vatandaşlar: Data curation, methodology, and visualization. S. Sahoglu Goktas: data curation, methodology, visualization, and writing – original draft. S. Bay: data curation, and methodology. M.U. Turhan: visualization. G. Ozturk: conceptualization and methodology. E. Cagavi: conceptualization, methodology, supervision, funding acquisition, project administration, writing – original draft, and writing – review and editing.

## Funding

This study was supported by the Scientific and Technological Research Council of Turkey (TUBITAK) under the 1001 Scientific and Technological Research Projects Funding program with grant number 115S381 and Istanbul Medipol University Scientific Research Projects Commission grant number BAP 2018/19.

## Ethics Statement

All experiments on animals were approved by the Animal Research Ethics Committee of Istanbul Medipol University and conducted in the animal research facility of Medipol Research Center (MEDITAM) under approval number 38328770‐30.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Gating strategy and immunocytochemical validation of sorted sensory neurons. (A) Cell viability analysis of DRG (top) and NG (bottom) via flow cytometry. Necrotic cell and nuclei were stained with PI and Hoechst 33342, respectively, following enzymatic cell dissociation and/or percoll gradient. (B) Representative flow cytometry plots showing the gating strategy for DRG (top) and NG (bottom) samples. The axis displayed forward scatter (FSC) versus side scatter (SSC), pulse width for doublet exclusion, and finally the “Single Cells” selection. (C) Immunofluorescence images of FACS‐sorted Di‐8‐ANEEPQ fluorescent cells immunolabeled with TUJ‐1 (red) and DAPI (blue) at the matching field. Scale bars: 50 μm.

**Figure S2:** Optogenetic modulation of CMs and correlated neuronal Ca^2+^ activity in DRG^HS^ cocultures at resting and recovery states. (A) The coculture of DRG^HS^ expressing GCaMP6s (green) and cardiomyocytes expressing ChR2 (red) and/or GCaMP6s (green) under the confocal microscopy. Blue light stimulation of CM at increasing frequencies (Resting, 0.2 Hz, and 1 Hz) demonstrated a frequency‐dependent increase in calcium transients in DRG^HS^ neurons. (B) The representative fluorescence image of DRG^HS^ neurons expressing GCaMP6s (green) cocultured with CM expressing GCaMP6s (green) and/or ChR2 (red). The Ca^2+^ traces showed baseline activity (Resting), response to 1 Hz stimulation of CM, and the return to spontaneous activity patterns during the Recovery phase on DRG^HS^ sensory neurons. Scale bar: 50 μm.

**Figure S3:** Isoproterenol stimulation of Ca^2+^ transients in CM‐DRG^HS^ cocultures. Representative of Ca^2+^ transient traces of CM (A) and DRG^HS^ neurons (B) at monocultures or cocultures at baseline and following Isoproterenol (ISO) administration. CM showed enhanced rhythmic activity in the presence of ISO. Quantitative analysis of ISO‐induced changes in the number of events (C), the amplitude (D), and the duration (E) of Ca^2+^ signals. Violin plots and correlation graphs illustrated the relative changes and baseline dependencies of neuronal responses to beta‐adrenergic stimulation in the coculture (*N* = 2, n:29). ns: non‐significant, *p < 0.05, **p < 0.01 by paired *t*‐test.

**Figure S4:** The FPKM scatter plot of heart‐specific sensory neurons. (A) The even FPKM distribution for each group. (B) The FPKM scatter plot of DRG^HS^ against DRG^T^ (upper panel) and NG^HS^ against NG^T^ (lower panel).

**Figure S5:** Top 50 up and down genes in heart‐specific and total (A) DRG and (B) NG neurons. (C) The heatmap highlighting the specific genes of interest from Table.

**Figure S6:** Regression analysis of transcriptome data and qRTPCR analysis for DRG and NG samples.

**Figure S7:** The tdTomato reporter protein imaging reporting Mrgprd expression in the DRG and NG bilateral tissue sections of Mrgprd_cre::tdTomato mice. (A) tdTomato expression before and after tamoxifen application in DRG and (B) NG sections. Scale bars: 50 μm.

**Figure S8:** Selected upregulated genes in our DRG^HS^ data exclusively overlapping with a specific spinal sensory neuron cluster out of 17 DRG neuron populations in the single‐cell dataset previously reported in Zeisel et al. (2018).

**Figure S9:** Selected upregulated genes in our NG^HS^ data exclusively overlapping with a specific vagal sensory neuron cluster out of 18 NG neuron populations in the single‐cell dataset previously reported in Kupari et al. (2019).

**Table S1:** The list for RQN values assigned to each sample sequenced.

**Table S2:** Primer list used for qRTPCR analysis.

**Table S3:** Values for cell size, neurite diameter, and neurite number of DRG and NG populations in culture.

**Table S4:** The FPKM levels of highly expressed genes as discussed in the manuscript.

**Table S5:** List of DRG^HS^ enriched GO terms and Pathways.

**Table S6:** List of NG^HS^ enriched GO terms and Pathways.

## Data Availability

The data that support the findings of this study are available on request from the corresponding author. The data are not publicly available due to privacy or ethical restrictions.

How the deposited data were processed for this re-analysis (not part of the article)

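RNA was measured by sequencing in 3 DRG HS, 2 DRG T, 2 NG HS and 2 NG T samples, each of them 1 library. The heart-specific samples hold cells labeled from the heart and sorted by fluorescence. The total samples hold cells not sorted by label, from ganglia of vehicle-treated SHAM animals, with a Percoll gradient described for DRG T alone. Labeling, sorting and the number of pooled animals therefore go together with the group. The paper's reported RNA quality numbers run from 6.9 to 8.5 for DRG HS, are 7.9 for DRG T, and run from 7.7 to 8.8 for NG HS and from 6.4 to 6.8 for NG T.

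The authors quantified untrimmed reads with Salmon on the Ensembl transcripts of mm10, summed transcripts to genes with tximport and tested genes with DESeq2. The values used here are the FPKM that the authors deposited, with 15864 genes and 1 column per sample; the paper's text does not name the step that gave FPKM or the filter that left these genes. The file holds values that are not whole numbers and are at least 0, with sums that differ between samples, and 15848 of its gene identifiers were found in the GENCODE M21 annotation of GRCm38, from which gene positions were taken. Reads and counts were not used here, so a count model was not fitted. The depth behind a value was estimated, from the steps between low values, only relative to the deepest sample, DRG T replicate 1, and was lowest in DRG HS replicate 2, at 65.1%. The precision at low FPKM is therefore limited by an unknown number of reads, and the fold changes are given with the spread between samples and without counting intervals.

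Genes with a mean of at least 0.1 FPKM over the samples were kept, 0.5 was added to each value and log2 taken. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit with a mean per group, then eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment over the genes tested, and genes with |log2FC| above 0.5 and adjusted p under 0.05 were called. The contrasts were DRG HS with DRG T, NG HS with NG T, the difference between these effects, their average, and DRG with NG samples averaged over heart-specific and total neurons. Principal components were computed on centered, unscaled values of the 500 genes with the highest variance. Lists of genes were tested with limma's fry, a rotation test that keeps the correlation between genes, and with camera at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 44 tests of all lists in both ganglia. The lists were markers of satellite glia, myelinating Schwann cells, endothelium, macrophages, fibroblasts, mural cells, erythroid cells, cardiomyocytes, all sensory neurons, large-diameter neurons, non-peptidergic and peptidergic nociceptors and of nodose and jugular neurons, genes of heat shock, immediate early genes, Y-linked genes, nuclear and mitochondrial genes of oxidative phosphorylation, the *Mrgpr* family, and symbol families that stand for ion channels, GPCRs and transcription factors. Fry called 16 of the tests and camera 23, and all calls of fry held under camera. The 7 calls of camera alone were the nuclear genes of oxidative phosphorylation in both ganglia, the mitochondrial genes and heat shock genes in DRG HS, and the satellite glia, erythroid and all-neuron lists in NG HS, so calls in the text rest on fry. Many markers of cells other than neurons were also found in DRG T. A mean of at least 1 FPKM was reached there by 10 of 10 endothelial, 10 of 10 Schwann cell, 8 of 10 fibroblast, 4 of 9 macrophage and 4 of 9 mural markers. In DRG HS the numbers were 4, 7, 4, 1 and 2. The paper names 1 mural marker, *Kcnj8*, and 1 peptidergic marker from these samples.

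The genes named singly are those the paper names for a ganglion, the *Mrgpr* genes above the filter, and the 3 genes with the largest increase and the 3 with the largest decrease in each ganglion among called genes whose samples do not overlap; members of a list may be named with their list. Some genes that this rule selects are not reported here. The groups, the tests, the lists, the naming rule and the alternatives were chosen before the data were examined, except where the text says that a choice was made after values were seen; *Gfap* and *Glul*, which the paper names, and a list of marrow genes were added later. The alternatives were a pseudocount of 0.1 or 1, a filter at a mean of 1 FPKM or none, median-of-ratios scaling, quantile normalization, a separate fit for each ganglion, no mean-variance trend, array weights, the replicate number as a block, and each sample left out in turn. Where leaving out a sample left a group with 1 sample, values without a test were computed. The fit was tested on simulated data, drawn from the mean of each gene and its spread within groups with known changes added to part of the genes. Tables were read with data.table 1.17.8, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Annotated terms and pathways, the qRT-PCR and imaging measurements and the published single-cell clusters were not analysed here.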

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

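The tests of satellite glial against endothelial genes, of endothelial genes, of globins, of myelin genes in the total samples, of *Kdr* and *Flt1* and of immediate early genes were chosen only after the result was seen. Markers of fibroblasts and mural cells, cell types the paper does not discuss for its sequenced samples, were lower in heart-specific neurons. Their median log2FC was -1.57 and -0.62 in DRG HS and -2.06 and -1.02 in NG HS. The most abundant of them were *Dcn*, at 70.8 and 71.7 FPKM in DRG T and 8.12 to 11.7 FPKM in DRG HS, and *Acta2*, at 13.1 and 10.7 against 1.35 to 1.90 FPKM. Their cell types are weighed below with the surplus of lower genes to which they belong.

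Most called genes were lower in heart-specific neurons of both ganglia. With the trend on GC content and transcript length removed from each sample, 78.8% of the called genes in DRG HS and 85.5% in NG HS were lower, which argues against that trend as the whole cause. Among called genes with a mean of at least 10 FPKM, 61.8% were lower in DRG HS (107 against 66 higher) and 91.6% in NG HS (87 against 8), so the surplus is smaller among abundant genes in DRG HS but still there, which argues against depth as the whole cause. Satellite glial genes stood above endothelial genes by a median of 2.29 in DRG HS (exact permutation test across 184756 splits of the genes, two-sided, p = 7.58e-04) and 1.75 in NG HS (the same exact test, p = 0.00341), which argues against an equal loss of all cells that are not neurons. A smaller share of endothelial cells after sorting may account for part of the surplus, since 10 endothelial genes of 10 were lower in DRG HS and 7 in NG HS with adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). The most abundant endothelial markers, *Egfl7* and *Ly6c1*, were at 75.6 and 84.8 and at 61.1 and 38.1 FPKM in DRG T, against 47.5 to 51.7 and 2.07 to 3.77 FPKM in DRG HS. Fibroblasts and mural cells are candidates of the same kind, and a difference between heart-specific and other neurons stays open as untested, because sorting and group go together. Splitting the heart-specific and total samples in other ways within each ganglion gave as many genes changed in the average over both ganglia, 1001, in 1 of 60 splits, the real one, with 308 as the largest other number. For DRG against NG samples it was 1 of 100 splits drawn from 126, with 3486 genes against at most 1759.

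Myelin genes fell in NG HS and much less in DRG HS: the list of myelinating Schwann cells had a median of -2.54 in NG HS, and its effect in DRG minus that in NG had a median of 2.42. For *Ncmap* the difference was 3.69 (adjusted p = 0.00290, limma with Benjamini-Hochberg adjustment). For *Cntf* it was 3.97 (adjusted p = 3.84e-04, the same test), a value that depends on the pseudocount because the gene is listed at 0 in NG HS, with 6.10 at a pseudocount of 0.1 and 3.16 at 1. Myelin genes were higher in NG T than in DRG T by a median of 2.07 and differed between NG HS and DRG HS by -0.02, so the gap between the ganglia is one between the total samples. *Mbp* was at 303 and 381 FPKM in NG T and 73.3 and 98.2 FPKM in DRG T, while the most abundant gene of the list, *Pmp22*, was at 425 and 437 against 353 and 358 FPKM. The Percoll gradient, which by the paper removes myelin fragments and is described for DRG T alone, may have lowered these genes there, and the ganglia may also differ in myelin; these cannot be told apart, because the gradient was used in 1 ganglion only.

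The endothelial list differed between the ganglia as well, with a median of -0.45 for the effect in DRG minus that in NG. Its genes *Kdr* and *Flt1*, chosen after their values were seen, fell by 2.92 and 3.69 in DRG HS and fell by 0.45 and 0.82 in NG HS on the log2 scale. Endothelial cells left in the NG HS samples might do this, but the other 8 endothelial genes had a median log2FC of -2.18 in NG HS and -2.37 in DRG HS, with *Egfl7* as the exception at 0.13 in NG HS, which argues against it. Expression of *Kdr* and *Flt1* in nodose neurons that innervate the heart is a hypothesis that these samples leave untested, found and examined on the same data. *Igfbp7* fell more in DRG HS than in NG HS, with a difference of -2.53 (adjusted p = 0.0364, limma with Benjamini-Hochberg adjustment), and the adjusted p was 0.0856 without DRG HS replicate 1 and 0.0777 without replicate 3, in a range of 0.0202 to 0.128. It was at 57.5 and 54.9 FPKM in NG T and 15.4 and 8.90 FPKM in NG HS, and no explanation of its own was tested.

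*S100a9*, a gene of neutrophils, fell in DRG HS and was listed at 0 in all NG samples except NG T replicate 2, at 0.284 FPKM, with a difference between the ganglia of -4.55 (adjusted p = 0.00122, limma with Benjamini-Hochberg adjustment, 0.0564 at a pseudocount of 0.1 in a range of 2.10e-04 to 0.0564). Bone marrow cells in the DRG T samples, from the spine around the ganglia, are a candidate source. Of 13 other marrow genes listed without a look at their values, 4 were tested, *Ltf*, *Cd177*, *Ngp* and *Prtn3*. Their median log2FC in DRG HS was -1.05, all 4 were lower and 3 of them with adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and all 4 were higher in DRG T than in NG T. In NG their median log2FC was -0.26. The most abundant, *Ltf*, was at 6.54 FPKM in DRG T and 0.270 FPKM in DRG HS, against 1.42 FPKM in NG T. These values are what marrow cells in the total DRG samples would give, while neutrophils that reside in the DRG stay open as a biological source that was not tested.

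Immediate early genes, which the paper does not discuss, had median log2FC of -0.86 in DRG HS (adjusted p = 0.0358, fry in limma with Benjamini-Hochberg adjustment) and -0.88 in NG HS (adjusted p = 0.0343, the same test), with all 12 genes lower in both. The adjusted p in DRG was 0.0810 without DRG HS replicate 1 and 0.0942 without replicate 3 (the same test, in a range of 0.00371 to 0.141), and in NG it was 0.0634 with separate fits and 0.0983 with the replicate number as a block (range 0.0108 to 0.0983). If cells other than neurons carry more of these transcripts, their loss with sorting may lower them, and the median of -0.86 in DRG HS lies within the medians of the lists of such cells, from -2.69 for endothelium to -0.39 for satellite glia. It cannot be told apart from a response of the neurons or from the time between dissection and lysis, because handling and group go together and no list separates them.

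*Hbb-b1* was higher in DRG HS, with a log2FC of 4.99 (adjusted p = 0.0437, limma with Benjamini-Hochberg adjustment), a gene the paper does not discuss, and its adjusted p was 0.0955 without DRG HS replicate 1, in a range of 0.00341 to 0.113. Red blood cells are a candidate source and would bring alpha globin at a similar level, and the sum of *Hba-a1* and *Hba-a2* was 0.853% of *Hbb-b1* at the median of the DRG HS samples. That share was 4.88% and 5.04% in DRG T and 1.75% and 1.31% in NG T, so it was low in unsorted cells too. In both NG HS samples alpha globin was listed at 0, with *Hbb-b1* at 36.8 and 26.0 FPKM. The samples with more *Hbb-b1* in DRG HS had more alpha globin, at 4.53, 34.8 and 1.42 FPKM. Of the other red cell genes, *Alas2* and *Slc4a1* had log2FC of -1.28 and -0.70 in DRG HS. The Percoll gradient, which by the paper also removes erythrocytes, is described for DRG^T alone and may have lowered *Hbb-b1* there. In NG^T, with no gradient described, *Hbb-b1* was at 114 and 53.2 FPKM, above both DRG^T samples. The rise in DRG^HS may therefore come from handling. Red blood cells and another source cannot be told apart, because no sample shows what share of alpha globin blood gives in these data. The sum of the beta globin genes had a log2 difference of 4.84, which argues against a shift of reads between them. Erythroid markers as a list had a median log2FC of 0.63 in DRG HS (adjusted p = 0.335, fry in limma with Benjamini-Hochberg adjustment), 0.07 without DRG HS replicate 2 and 1.06 without replicate 3, and -1.37 in NG HS (adjusted p = 0.126, the same test). A difference between the globin genes of BALB/c mice and those of the reference could change how reads are assigned, and expression in labeled neurons stays open as a hypothesis; neither was tested.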

How the results depend on the processing

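The arrangement of replicate numbers that crosses those of the nodose samples was chosen only after the result was seen. Lower genes outnumbered higher genes among the called ones in both ganglia under each alternative that gives calls, with a share across those that keep all samples from 80.1% to 92.9% in DRG HS and from 92.1% to 98.8% in NG HS, and the number of ion channel and GPCR genes called higher in NG HS was 0 in each but the crossed arrangement, where it was not counted, beside 11 at an unadjusted p under 0.05. The median log2FC of all genes moved by less than 0.1 under each scaling. Genes under a filter, differences between the ganglia in separate fits, and contrasts that a left out sample does not enter have no value there. The depth of the samples, down to 65.1% of the deepest in DRG HS replicate 2, limits the fold changes of genes with low FPKM, which is where the pseudocount and the filter act.

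With a pseudocount of 0.1, 339 genes in DRG HS and 310 in NG HS passed a |log2FC| of 1.5, 3 channel or GPCR genes were higher in DRG HS, and the cardiomyocyte list in NG HS had a median of -0.00625. With a pseudocount of 1, 112 and 115 passed 1.5, and *Mrgprf* differed between DRG and NG by -0.0114. A larger pseudocount shrinks the fold changes of low genes by construction. With a filter at a mean of 1 FPKM fewer genes are tested, and 296 genes were lower in DRG HS, 6 higher and 258 lower in NG HS, 644 changed in the average, 128 lower in both, and 25 transcription factors in DRG HS and 17 in NG HS were called. Under that filter the transcription factor list in DRG HS had a median of 0.0180 and the channel list in NG HS of 0.0126.

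Median-of-ratios scaling gave 0.00588 for the transcription factor list in DRG HS and 0 for the channel list in NG HS, and each number of called genes stayed within 1.5 times that reported. Quantile normalization gave 26 higher genes in NG HS, 1 higher in both ganglia and 8 channel or GPCR genes higher in DRG HS. It changed the sign of *Gfap* in DRG HS (0.17) and of the lists of all sensory neurons (-0.16), channels (7.23e-05), GPCRs (0.0483) and transcription factors (0.10) in DRG HS, and of Y-linked genes (0.12), nodose and jugular markers (0.0685), channels (0.0954) and transcription factors (0.0616) in NG HS. Of the genes reported as called, 52 higher and 369 lower in DRG HS and 6 higher and 290 lower in NG HS were called again under quantile normalization. The cause of these changes was not tested.

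Separate fits per ganglion, which have fewer samples, gave 31 higher genes in DRG HS, 2 higher and 169 lower in NG HS, 1 higher and 75 lower in both, 3 channel or GPCR genes higher in DRG HS, and 26 and 14 transcription factors in DRG HS and NG HS. Of the genes reported as called, 27 higher and 379 lower in DRG HS and 163 lower in NG HS were called again, and none of those higher in NG HS. Array weights gave 225 higher and 944 lower genes in DRG HS, 22 higher in NG HS, 1 higher in both, 19 channel or GPCR genes and 89 transcription factors in DRG HS, with 82 higher and 509 lower of the reported calls in DRG HS kept; the cause was not tested. Without the mean-variance trend there were 65 higher and 527 lower genes in DRG HS and 16 and 453 in NG HS, and without a filter 83 and 518 and 15 and 424.

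With the replicate number as a replicate block, there were 48 higher and 292 lower genes in DRG HS, 5 higher and 317 lower in NG HS, 21 that differed between the ganglia, 133 lower in both, 2 channel or GPCR genes in DRG HS and 16 and 20 transcription factors in DRG HS and NG HS, with *Gfap* in DRG HS at 0.0917, *Mrgprf* at -0.0153 and the list of all sensory neurons in DRG HS at -0.0729. The numbers do not pair the samples: after the group means were removed, samples with the same number correlated by r = 0.00350 and 0.0272 in DRG and -0.177 in NG across genes. In DRG the block leaves DRG HS replicate 3 without a partner and so drops it, by construction. With the nodose numbers crossed, 89 genes were higher and 359 lower in DRG HS and 9 and 402 in NG HS, an arrangement chosen after seeing the data.

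Across the fits that each left out 1 DRG HS replicate, the numbers ran from 49 to 86 higher and 323 to 544 lower genes in DRG HS, 18 to 43 transcription factors, 2 to 7 channel or GPCR genes, 0 to 4 genes higher in both ganglia and 32 to 41 that differed between the ganglia. Across all fits that left out 1 sample, the log2FC in DRG ran from -0.0678 to 0.22 for *Trpv1* and -0.45 to 0.32 for *Gfap*, the difference of *Mrgprf* from -0.13 to 0.16, and the median of the list of all sensory neurons in DRG HS from -0.0729 to 0.0512. The share of component 1 ran from 75.8 to 80.1%, of component 2 from 11.7 to 15.5% and of component 3 from 2.95 to 3.96%. In NG, leaving out a sample leaves a group with 1 sample, so only values and no numbers of calls were computed there. Component 1 carried 68.4%, 78.6%, 74.4% and 60.0% with a pseudocount of 0.1, of 1, with 1000 genes and with all tested genes. Component 2 carried 19.5%, 12.3%, 12.6% and 16.6% with a pseudocount of 0.1, of 1, with quantile normalization and with all tested genes, and component 3 3.97% and 8.14% with a pseudocount of 0.1 and with all tested genes; the cause was not tested.

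Among the lists, the *Mrgpr* family in DRG HS was not called with a pseudocount of 0.1 (adjusted p = 0.0953, fry in limma with Benjamini-Hochberg adjustment, in a range of 0.0134 to 0.141), with the replicate block (0.141), or without DRG HS replicate 1 (0.0703) or 3 (0.0742). The heat shock list in NG HS was not called with that pseudocount, with quantile normalization, without the mean-variance trend, with array weights or with the replicate block (0.145, range 0.0414 to 0.313). Under the replicate block, 7 lists lost their call: these 2, the lists of macrophages (0.0586), non-peptidergic nociceptors (0.0983) and immediate early genes (0.141) in DRG HS, and those of immediate early genes (0.0983) and transcription factors (0.0983) in NG HS. Separate fits did not call immediate early genes in DRG HS (0.101) or NG HS (0.0634) or transcription factors in NG HS (0.142), and called the nuclear genes of the respiratory chain and ATP synthase in NG HS (0.0337, range 0.0337 to 0.276). Quantile normalization called the cardiomyocyte list in DRG HS (0.0266, range 0.0266 to 0.810), and the fit without DRG HS replicate 1 that of large-diameter neurons (0.0406, range 0.0406 to 0.546). In DRG HS, immediate early genes were not called without replicate 1 or 3, and neither Schwann cell markers (0.0587) nor non-peptidergic nociceptors (0.0620) without replicate 3. Of the single genes, array weights moved 16 past the threshold and 0 back, quantile normalization 6 and 10, a pseudocount of 0.1 3 and 8, separate fits 0 and 15, and the replicate block 2 and 19; all of these kept their direction.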

Differences from the paper's values

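No test was chosen for these differences after a result was seen. In DRG HS, 593 genes were called against the paper's 995, and 84 of them higher against the paper's 238. With array weights the numbers were 1169 and 225, within 1.5 times the paper's, and none of the other alternatives set before the data were examined closed the gap. In NG HS, 433 were called against the paper's 827, 12 higher against the paper's 66 and 421 lower against the paper's 761, and none of the alternatives set before the data were examined closed these gaps. A |log2FC| of 1.5 was passed by 189 genes in DRG HS against the paper's 413 and 188 in NG HS against the paper's 411; with a pseudocount of 0.1 these were 339 and 310, within 1.5 times the paper's, and not with the other alternatives. For genes called higher in both ganglia the number was 0 against the paper's 11, with 35 at an unadjusted p under 0.05, and none of the alternatives set before the data were examined closed the gap. For genes lower in both it was 209 against the paper's 335; with array weights it was 286 and without DRG HS replicate 2 251, within 1.5 times the paper's, and not with the other alternatives.

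Of 45 genes with values listed in the paper, 22 are significant there in DRG and 9 in NG. Of the same genes, 11 and 4 were called here, all of them also significant in the paper. The paper describes several genes as higher or lower in DRG HS that were not called here, and the settings that call them are these. Array weights called *Kcnip2* and *Sst*, array weights and the fit without DRG HS replicate 2 called *Scn10a*, *Mrgprb4*, *Mettl16* and *Ahsa2*, array weights and the fit without DRG HS replicate 1 called *Fxyd2*, quantile normalization and array weights called *Chrna4*, and a pseudocount of 0.1 and array weights called *Kcnj8*. *Scn11a* was called with median-of-ratios scaling, with array weights and without DRG HS replicate 2, and *P2rx2* with these, a pseudocount of 0.1 and quantile normalization. *Cacybp* was called without DRG HS replicate 3, and *Ptges3* with median-of-ratios scaling and without DRG HS replicate 3. *Cystm1* and *Stip1* with array weights and without DRG HS replicate 2, and *Mrpl12* with array weights, had adjusted p under 0.05 at a |log2FC| under 0.5, as had *Cacybp* with array weights and without DRG HS replicate 2. The paper describes *Mrgprd* as detected in DRG HS and not in NG tissue, and its mean was 42.4 FPKM in DRG T, 2.64 FPKM in NG HS and 2.38 FPKM in NG T.

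For NG HS, *Gal* and *Ahcy* were called with the replicate number as a block, *Lypd6*, *Far2* and *Plcl2* with quantile normalization, *Cacybp* with array weights, and *Fgf3* with a pseudocount of 0.1, without a filter, with quantile normalization and without the mean-variance trend. No setting called *P2rx2*, *Ptgdr*, *Hcrtr2*, *Cckar*, *Ptprr*, *Scn10a*, *Rab39*, *P4ha2*, *Mettl16*, *Cystm1*, *Stip1* or *Piezo2* in NG HS. The paper describes *Scn10a* as higher in NG HS by qRT-PCR, and its log2FC here was -0.09. The paper describes *Hcrtr2* as abundant in NG HS, where its mean was 0.294 FPKM. The paper states that NG HS had more lower genes than DRG HS, and 421 and 509 were called here; with the replicate number as a block these were 317 and 292, in the paper's order, which the other alternatives that were set before the data were examined and keep all samples did not give, and without DRG HS replicate 1 or 3 the number in DRG HS was 361 or 323. The paper states that *Gfap* and *Glul* were lower in heart-specific neurons of both ganglia; the log2FC of *Gfap* was -0.06 in DRG HS and that of *Glul* -0.18 in NG HS, each with overlapping samples.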

Other observations

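The choice of *Auts2* was made only after the result was seen, and no test of an explanation belongs to the values that follow. *Auts2* was the gene called higher in DRG HS and lower in NG HS, with samples that do not overlap in either ganglion and log2FC of 1.65 (adjusted p = 0.0282, limma with Benjamini-Hochberg adjustment) and -1.67 (adjusted p = 0.0486, the same test), and an adjusted p of 0.0323 for the difference between the ganglia (the same test). The means were 7.05 FPKM in DRG HS, 1.88 in DRG T, 1.58 in NG HS and 6.29 in NG T. It was not refitted under the alternatives, and no technical or biological explanation was tested.

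The Y-linked genes *Uty* and *Kdm5d* were listed between 0.175 and 0.870 FPKM in the samples, which came from female mice. As a list they had a median log2FC of 0.26 in DRG HS (adjusted p = 0.407, fry in limma with Benjamini-Hochberg adjustment), between 0.14 without DRG HS replicate 2 and 0.35 without DRG T replicate 2, and of -0.13 in NG HS (adjusted p = 0.695, the same test), between -0.35 without NG HS replicate 2 and 0.10 without NG HS replicate 1.

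Markers that tell nodose from jugular neurons had a median log2FC of -0.22 in DRG HS (adjusted p = 0.634, fry in limma with Benjamini-Hochberg adjustment), between -0.54 without DRG T replicate 1 and 0.16 without DRG T replicate 2, and of -0.17 in NG HS (adjusted p = 0.589, the same test), between -0.26 without NG HS replicate 1 and 0.00 without NG T replicate 2. *Prdm12*, a marker of jugular neurons, was at 0.375 and 0.328 FPKM in NG HS and 0.742 and 0.214 FPKM in NG T.

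*Ms4a3*, which the paper measured by qRT-PCR (Figure 3F), had a log2FC of 1.53 in DRG HS (SE 0.30, adjusted p = 0.0214, limma with Benjamini-Hochberg adjustment), with 19.0 ± 4.64 (SD, n = 3) FPKM in DRG HS and 6.27 ± 2.22 (SD, n = 2) FPKM in DRG T, and its adjusted p was 0.0539 without DRG HS replicate 2 and 0.0685 without replicate 3, in a range of 0.0112 to 0.147.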
